# Comparative transcriptome analysis reveals the response mechanism of Cf*-16*-mediated resistance to *Cladosporium fulvum* infection in tomato

**DOI:** 10.1186/s12870-020-2245-5

**Published:** 2020-01-20

**Authors:** Dongye Zhang, Yufang Bao, Yaoguang Sun, Huanhuan Yang, Tingting Zhao, Huijia Li, Chong Du, Jingbin Jiang, Jingfu Li, Libo Xie, Xiangyang Xu

**Keywords:** Comparative transcriptome, *Cladosporium fulvum*, Cf*-16* tomato, Molecular mechanism

## Abstract

**Background:**

Leaf mold disease caused by *Cladosporium fulvum* is a serious threat affecting the global production of tomato. Cf genes are associated with leaf mold resistance, including Cf*-16*, which confers effective resistance to leaf mold in tomato. However, the molecular mechanism of the Cf*-16*-mediated resistance response is largely unknown.

**Results:**

We performed a comparative transcriptome analysis of *C. fulvum*-resistant (cv. Ontario7816) and *C. fulvum*-susceptible (cv. Moneymaker) tomato cultivars to identify differentially expressed genes (DEGs) at 4 and 8 days post inoculation (dpi) with *C. fulvum*. In total, 1588 and 939 more DEGs were found in Cf*-16* tomato than in Moneymaker at 4 and 8 dpi, respectively. Additionally, 1350 DEGs were shared between the 4- and 8-dpi Cf*-16* groups, suggesting the existence of common core DEGs in response to *C. fulvum* infection. The up-regulated DEGs in Cf*-16* tomato were primarily associated with defense processes and phytohormone signaling, including salicylic acid (SA) and jasmonic acid (JA). Moreover, SA and JA levels were significantly increased in Cf*-16* tomato at the early stages of *C. fulvum* infection. Contrary to the previous study, the number of up-regulated genes in Cf*-16* compared to Cf*-10* and Cf*-12* tomatoes was significantly higher at the early stages of *C. fulvum* infection.

**Conclusion:**

Our results provide new insight into the Cf-mediated mechanism of resistance to *C. fulvum*, especially the unique characteristics of Cf*-16* tomato in response to this fungus.

## Background

Tomato (*Solanum lycopersicum* L.) is the second most important horticultural crop worldwide [1, 2] and an important model plant for fleshy fruit development and plant-pathogen interactions. Leaf mold disease caused by *Cladosporium fulvum* is considered to be one of the most devastating diseases in tomato*. C. fulvum* is a nonobligate, abiotrophic pathogenic fungus that infects foliage and occasionally petioles and stems [3–5]. Leaf mold has long been prevalent in many countries and caused serious economic loss, especially under high-temperature and high-humidity conditions [6]. Currently, the most effective way is to cultivate *C. fulvum*-resistant tomato varieties with resistance genes.

From a coevolutionary perspective, plants recognize and respond to pathogens in several phases. In the first phase, pathogen-associated molecular patterns (PAMPs) are recognized by pattern recognition receptors (PRRs) in plants, inducing PAMP-triggered immunity (PTI) and preventing pathogen colonization [7, 8]. In the second phase, successful pathogens bypass PTI and secrete effectors into plant cells, and the effector-triggered susceptibility response (ETS) ensues. In the third phase, plants gradually evolve to produce NB-LRR (nucleotide-binding site and leucine-rich repeat) proteins that directly or indirectly recognize specific pathogen effectors, and induce effector-triggered immunity (ETI). Finally, pathogens successfully infect plants and induce ETS by inhibiting or altering effectors that may be recognized by the plant and generating new effectors that cannot be recognized by the plant NB-LRRs. Simultaneously, plants again induce ETI by generating new R genes that encode proteins capable of identifying new effectors [9–11].

With respect to plant-pathogen interactions, different pathogens carry avirulence (*AVR*) genes corresponding to plant R genes and encode proteins that are recognized by effector proteins [12]. These proteins are secreted into the apoplastic space during infection and induce either compatible or incompatible interactions between fungi and infected plants [13]. Incompatible interactions (chlorosis) lead to the hypersensitive response (HR) when plants resist pathogens; compatible interactions occur when the pathogens can grow and ramify, causing necrosis in infected cells [14–17]. The tomato-*C. fulvum* interaction follows a typical gene-for-gene relationship, and the products of *C. fulvum*-resistance genes (Cf genes) in tomato specifically recognize the products encoded by the *AVR* genes in *C. fulvum*, leading to HR [18, 19]. At least 24 Cf genes have been reported since the discovery of the Cf*-1* gene in the 1930s [20, 21], and these genes have been introduced into cultivated tomatoes [22–30].

Transcriptome sequencing (RNA-Seq) has strongly accelerated research on host-pathogen interactions in plants such as rice [31], maize [32], cucumber [33], watermelon [34] and strawberry [35]. *Avr4/*Cf*-4-* and *Avr9/*Cf*-9-*dependent defense gene expression has been confirmed by cDNA-AFLP (cDNA-amplified fragment length polymorphism) analysis [36]. The *Avr5* gene has been cloned through a combined bioinformatic and RNA-Seq-based transcriptome sequencing approach [18]. Cf*-19-*, Cf*-12-* and Cf*-10-*mediated resistance to *C. fulvum* in tomato has been characterized using cDNA-AFLP and RNA-Seq analyses [37–39]. However, few transcriptomic studies have examined Cf*-16*-mediated resistance.

In this study, in addition to performing a transcriptomic analysis, we measured the endogenous hormone levels of resistant and susceptible tomato cultivars in response to *C. fulvum* infection. Our results are not only useful for understanding the mechanism of Cf-mediated resistance to *C. fulvum* infection but also providing a basis for cloning of the Cf*-16* gene.

## Results

### Microscopic analysis of *C. fulvum* invasion in two tomato cultivars

The *C. fulvum* infection process in Cf*-16* tomato or Moneymaker leaves was observed by light microscopy (Fig. 1). As shown in Fig. 1a and g, no difference was found between Cf*-16* tomato and Moneymaker at 0 dpi. Our results showed that conidiospores germinated at 2–3 dpi (Fig. 1b), with hyphae growing into the stomata in both Moneymaker and Cf*-16* tomato leaves at 4 dpi (Fig. 1c). The hyphae then emerged through the stomata of Moneymaker leaves at 8 dpi (Fig. 1d), with the growth and number of emergent hyphae continuing to increase through 10 dpi, and the last few infected cells starting to undergo necrosis at 10–21 dpi (Fig. 1e, f). In contrast, a small number of HR areas appeared at 8 dpi in Cf*-16* tomato (Fig. 1h), which had gradually grown at 10 dpi (Fig. 1i). In addition, hyphal growth was restricted to necrotic areas (Fig. 1j) until more necrotic lesions appeared in both mesophyll cells and leaf veins between 12 and 21 dpi (Fig. 1k). Obviously, plants carrying the Cf*-16* resistance gene showed a strong HR after infection with *C. fulvum*, whereas the susceptible plants (i.e., Moneymaker) showed continuous hyphal growth. Based on these observations, we collected samples from each treatment at 4 and 8 dpi for RNA-Seq and qRT-PCR (quantitative real-time PCR) analyses.

**Fig. 1:**
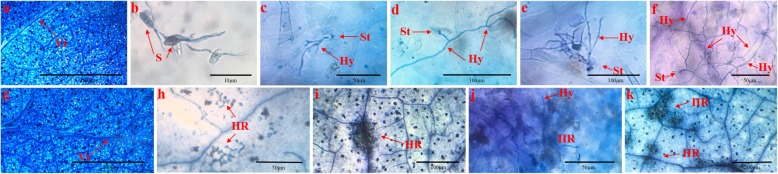
Trypan blue staining of tomato leaf tissues inoculated with *C. fulvum*. **a**-**f** Moneymaker leaf stained with lactophenol trypan blue at 0, 2, 4, 8 and 10–21 dpi, respectively. **g-k** Cf*-16* tomato leaf stained with lactophenol trypan blue at 0, 8, 10 and 12–21 dpi, respectively. Vt: vascular tissue, S: spore, St: stomata, Hy: hypha, HR: hypersensitive response

### Analysis of hormone response to *C. fulvum* infection

To explore hormone response to *C. fulvum* infection, HPLC-MS/MS (high-performance liquid chromatography-tandem mass spectrometry) was used to measure SA and JA levels. As shown in Fig. 2a, the SA content increased rapidly in Cf*-16* tomato after inoculation, peaking from 4 to 8 dpi before decreasing to the original level at 8–16 dpi. Moreover, the SA content of Moneymaker gradually increased after inoculation, with a higher value than that of its control group at 0–3 dpi before decreasing to the minimum level observed at 12 dpi. In Cf*-16* tomato, the JA content rapidly increased after inoculation, peaking from 0 to 3 dpi, and then rapidly decreased between 4 and 21 dpi; however, the JA level was generally higher than that detected for the control groups of Cf*-16* tomato and Moneymaker after infection (from 2 to 16 dpi). In Moneymaker, the JA content increased after infection to a maximum at 3 dpi and then gradually decreased (Fig. 2b). Overall, the SA and JA levels in Moneymaker were greater after infection than those observed in its control group at 0–3 dpi. These results suggest that SA and JA levels rapidly increase during the early stages of infection and that these hormones play important roles in regulating the plant response to the pathogen and enhancing the defense of Cf*-16* tomato infected with *C. fulvum*.

**Fig. 2:**
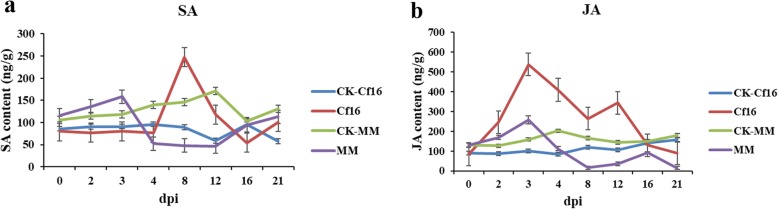
Fluctuations in SA and JA on different days post inoculation with *C. fulvum* in Cf*-16* tomato and Moneymaker. CK-Cf16: control group of Cf*-16* tomato, Cf16: inoculation group of *Cf-16* tomato, CK-MM: control group of Moneymaker, MM: inoculation group of Moneymaker

### RNA sequencing and transcript identification

To obtain transcriptome profiles of Cf*-16* tomato and Moneymaker following *C. fulvum* infection, we performed RNA-Seq analysis at 4 and 8 dpi, with three biological replicates performed at each time point for each treatment. 

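Leaf RNA was sequenced from 8 groups of 3 libraries, with 3 plants per replicate. Cf-16 tomato and Moneymaker were each sampled at 4 and 8 dpi after inoculation with C. fulvum (Cf and MM) and after a mock treatment (CK_Cf and CK_MM). The authors filtered the reads, aligned them to the SL2.50 tomato genome with HISAT, quantified the genes with RSEM and deposited FPKM values per library. The table analysed here holds 5186 genes, whereas Table S2 lists 25907, so every count below covers this part of the genes. It gives no read counts, and the depth behind a single FPKM value is therefore unknown. The clean reads per library ranged from 67.63 to 69.95 M (median 69.94) in CK_Cf_4dpi, from 67.43 to 69.93 M (median 67.52) in Cf_4dpi, from 67.42 to 70.15 M (median 69.55) in CK_MM_4dpi and from 67.31 to 69.83 M (median 67.54) in MM_4dpi. At 8 dpi they ranged from 67.06 to 69.7 M (median 67.51) in CK_Cf_8dpi, from 68.95 to 72.64 M (median 71.82) in Cf_8dpi, from 64.15 to 70.08 M (median 65.1) in CK_MM_8dpi and from 67.46 to 70.29 M (median 70.05) in MM_8dpi. Between 78.26% and 82.61% of the reads of a library mapped uniquely, and the FPKM of the 5186 genes summed to between 149120 and 165664. Values were taken as log2(FPKM + 1) without further scaling. The 4054 genes with at least 1 FPKM in at least 3 of the 24 libraries were tested with limma (trend), in 1 fit with a mean for each of the 8 groups. A gene was counted as a DEG at a Benjamini-Hochberg adjusted p of at most 0.001 and an absolute log2 fold change of at least 1. The paper used DEGseq, based on the Poisson distribution, so its counts of DEGs come from a different test. For single genes, an exact permutation test of 3 libraries against 3 is two-sided and cannot give a p below 0.1. Across genes, which are not independent replicates, Pearson's r between libraries of the same group lay between 0.916 and 0.987. On the first principal component, which held 42.0% of the variance, the 6 inoculated libraries of 4 dpi lay between 16.5 and 52.5, the 6 control libraries of 4 dpi between -40.1 and -15.7, and the 12 libraries of 8 dpi between -25.8 and 14.4. The 3 Cf_4dpi libraries were spread over 52.5, 16.5 and 37.4 on this axis, wider than the 3 MM_4dpi libraries at 42.2, 46.3 and 36.1. Deviations from the group means correlated at a mean r of 0.0242 between libraries with the same replicate number at 4 dpi and at -0.0127 between libraries with different numbers, and at 8 dpi at 0.00851 and -0.00351, so replicates with the same number were not treated as pairs.

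**Figure D1:**
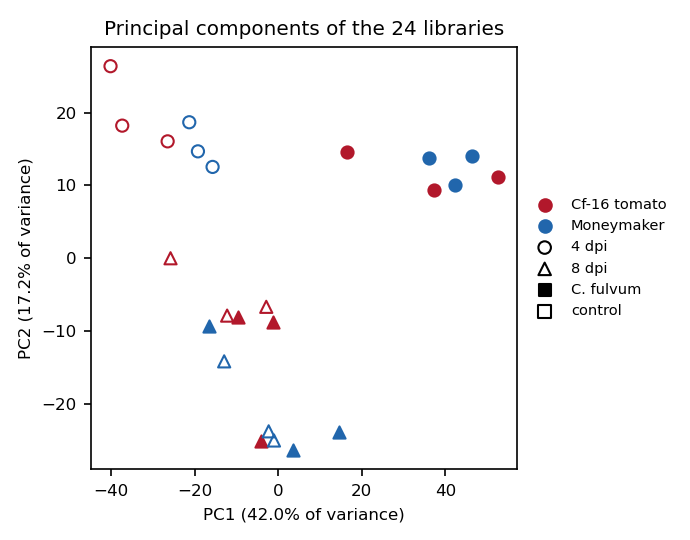
First and second principal component of log2(FPKM + 1) over the 4054 tested genes, one point per library, with 42.0% and 17.2% of the variance. The 6 inoculated libraries of 4 dpi, of both cultivars, lie above 16 on the first component and the 12 libraries of 8 dpi lie between -25.8 and 14.4.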

In this study, an average of ~ 6.87 Gb of clean data were generated for each sample using the BGISEQ-500 platform (Additional file 9: Figure S1, Additional file 1: Table S1). As shown in Additional file 1: Table S1, the quality scores of more than 98% of the reads were ≥ 20%, and more than 91% of the clean reads had quality scores of ≥30%. After the reads were filtered, 64.15–72.64 million clean reads were generated, and at least 93.29% of these reads were mapped to the tomato reference genome, among which more than 78.26% were aligned to unique locations. Ultimately, 18,514 novel transcripts were obtained, with 12,790 unknown splicing events in known genes, 2047 novel coding transcripts without any known features, and 3677 transcripts for long noncoding RNAs.

### DEGs in response to *C. fulvum*

DEGs from Cf*-16* tomato and Moneymaker in response to *C. fulvum* at 4 and 8 dpi were identified based on an adjusted *P*-value of ≤0.001 and a log_2_ fold change of ≥2. FPKM (fragments per kilobase of exon per million fragments mapped) values for all genes and the fold changes and adjusted *P*-values for DEGs are shown in Additional file 2: Table S2 and Additional file 3: Table S3, respectively.

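Of Table S2, 623 genes could be read here, and for all 623 the FPKM of the 24 libraries equalled those of the table analysed here. Of Table S3a, which lists the DEGs of CK_Cf_4dpi-vs-Cf_4dpi, 794 entries could be read, all of them genes of the table analysed here. For 790 of these, the FPKM printed for both groups lay within 0.002 of the mean of the 3 libraries. The log2 ratio of the group means was finite for 781 entries, and the fold change in Table S3a lay within 0.1 of it for 746 of them, with a median absolute difference of 0.0131. The smallest absolute log2 fold change among the 794 entries was 1.00. For this reason an absolute log2 fold change of 1 was used as the limit here, and the limit of 2 stated with the DEG criteria was applied as an alternative.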

In the control groups, 3298 and 2464 DEGs were observed between Cf*-16* tomato and Moneymaker at 4 and 8 dpi, respectively. 

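Between the control groups, limma called 12 of the 4054 tested genes at 4 dpi, 2 higher and 10 lower in Cf-16 tomato, and 15 genes at 8 dpi, 3 higher and 12 lower. At an unadjusted p under 0.05, 643 genes differed at 4 dpi and 611 at 8 dpi. For each of the called genes, the 3 libraries of one cultivar lay wholly outside the range of the other, and among all tested genes this held for 20.8% at 4 dpi and 18.5% at 8 dpi, where chance gives 10%. The alternative that moved these counts most was the fold limit alone, a 2-fold ratio of mean FPKM without any test over all 5186 genes. It gave 918 genes at 4 dpi, 594 higher and 324 lower in Cf-16 tomato, and 749 genes at 8 dpi, 402 higher and 347 lower. Of these, 32.6% at 4 dpi and 26.0% at 8 dpi had groups that did not overlap. Dividing each library by its median, or quantile normalization, gave 14 called genes at 4 dpi, 4 higher and 10 lower. At 8 dpi the median log2 fold change of all tested genes was -0.10 without scaling and 0.01 after each library was divided by its median. At 4 dpi, 20 genes were called without CK_Cf_4dpi replicate 2, 7 without CK_MM_4dpi replicate 1, and 6 without CK_MM_4dpi replicate 2 or replicate 3, and at 8 dpi between 11 and 13 genes were called with any 1 of the 6 libraries left out. The genes called higher in Cf-16 tomato, named here after their values were seen, were LOC101248646 with a log2 fold change of 2.36 (adjusted p = 6.44e-06) at 4 dpi and 3.02 at 8 dpi, LOC101248908 with 2.57 (adjusted p = 1.35e-09) and 2.34, and at 8 dpi alone LOC101245806 with 1.03 (adjusted p = 0.000184).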

Among the samples collected after infection with *C. fulvum* at 4 and 8 dpi, 2242 and 3095 DEGs were identified between Cf*-16* tomato and Moneymaker, respectively (Table 1). 

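In the inoculated plants, limma called 11 genes between the cultivars at 4 dpi, 4 higher and 7 lower in Cf-16 tomato, and 9 at 8 dpi, 2 higher and 7 lower, while 372 and 395 genes differed at an unadjusted p under 0.05. The libraries of the 2 cultivars did not overlap for 15.5% of the tested genes at 4 dpi and for 10.2% at 8 dpi, the latter close to the 10% of chance. By the fold limit alone, 922 genes passed at 4 dpi, 627 higher and 295 lower in Cf-16 tomato, and 892 at 8 dpi, 637 higher and 255 lower, of which 21.6% and 24.3% had groups that did not overlap. With any 1 of the 6 libraries left out, between 9 and 15 genes were called at 4 dpi and between 7 and 9 at 8 dpi. Most of these genes also differed without the fungus. LOC101243791, LOC101245020, LOC101245859, LOC101246761 and LOC101249320, named here after their values were seen, were called lower in Cf-16 tomato in both the control and the inoculated groups at both time points. Among these genes called lower, LOC101243791 differed most between the inoculated groups, with log2 fold changes of -2.89 (adjusted p = 2.24e-11) at 4 dpi and -2.76 (adjusted p = 5.00e-11) at 8 dpi. Higher in inoculated Cf-16 tomato were LOC101248646 (2.48 and 3.79) and LOC101248908 (2.67 and 2.78) at both time points, and LOC101245806 (1.25) and LOC101248428 (1.49) at 4 dpi.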

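In CK_Cf_4dpi-vs-Cf_4dpi, limma called 561 of the 4054 tested genes, 391 up-regulated and 170 down-regulated, and in CK_MM_4dpi-vs-MM_4dpi it called 374, 287 up-regulated and 87 down-regulated. At 8 dpi it called 0 genes in either cultivar, with 1020 genes in Cf-16 tomato and 481 in Moneymaker at an unadjusted p under 0.05. At an adjusted p of 0.05 with the same fold limit, 126 genes of Cf-16 tomato and 4 of Moneymaker passed at 8 dpi. Inoculated and control libraries did not overlap for 57.4% of the tested genes in Cf-16 tomato and 65.4% in Moneymaker at 4 dpi, and for 29.8% and 16.3% at 8 dpi, where chance gives 10%. A 2-fold ratio of mean FPKM without a test was reached by 2154 genes in Cf-16 tomato (1285 up and 869 down) and 1706 in Moneymaker (967 up and 739 down) at 4 dpi, and by 1048 (484 up and 564 down) and 895 (253 up and 642 down) at 8 dpi. At 4 dpi the median log2 fold change of all tested genes was itself 0.32 in Cf-16 tomato and 0.27 in Moneymaker, and quantile normalization brought it to 0.05 and 0.003. Relative to that median, fewer genes rose. Quantile normalization gave 182 up-regulated and 242 down-regulated genes in Cf-16 tomato and 161 and 138 in Moneymaker, and division of each library by its median gave 146 and 332, and 132 and 177. The count for Cf-16 tomato at 4 dpi was 278 without Cf_4dpi replicate 1, 306 without CK_Cf_4dpi replicate 1 and 350 without CK_Cf_4dpi replicate 3, and that for Moneymaker was 168 and 171 without CK_MM_4dpi replicate 1 or 2, and 193 and 186 without MM_4dpi replicate 1 or 2. At 8 dpi, 3 genes of Cf-16 tomato (LOC101244293, LOC101246530 and LOC101247706) were called without Cf_8dpi replicate 1 and 2 (LOC101244513 and LOC101246301) without CK_Cf_8dpi replicate 3, all named after their values were seen.

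**Figure D2:**
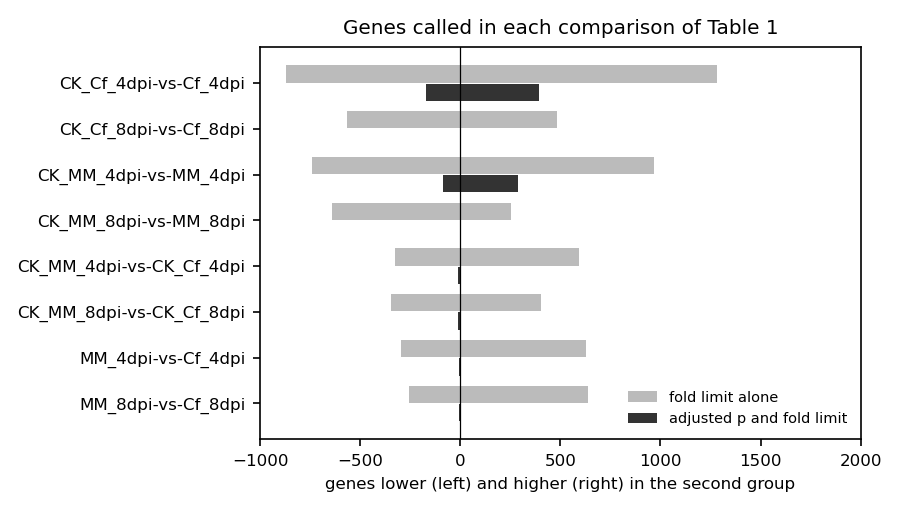
Number of genes called by limma in each of the 8 comparisons, with up-regulated and down-regulated genes on opposite sides of 0. The counts are 561 and 374 for the inoculated against the control plants at 4 dpi, 0 for both at 8 dpi, and between 9 and 15 for the comparisons of cultivars.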

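Among the called genes, the largest rises in Cf-16 tomato at 4 dpi were those of LOC101247647 on chromosome 8, from 0.57 ± 0.877 to 135 ± 47.2 FPKM (SD, n = 3; log2 fold change 6.52, adjusted p = 8.99e-05), and of LOC100750252 on chromosome 3, from 0.143 ± 0.127 to 199 ± 276 FPKM (6.36, adjusted p = 6.87e-06). The SD of LOC100750252 reflects 1 library at 517.66 FPKM beside 49.15 and 30.51 FPKM. The largest decreases there were those of LOC101244365 on chromosome 4, from 137 ± 79.7 to 0.947 ± 1.04 FPKM (-6.07, adjusted p = 1.41e-05), and of LOC101245586 on chromosome 1, from 226 ± 101 to 5.93 ± 9.43 FPKM (-5.97, adjusted p = 2.95e-05). In Moneymaker, LOC101246809 on chromosome 12 rose from 4.55 ± 2.23 to 314 ± 69.1 FPKM (5.88, adjusted p = 1.76e-05) and LOC101247647 from 0.917 ± 0.289 to 122 ± 61.2 FPKM (5.87, adjusted p = 0.000301). LOC101055528 on chromosome 1 fell there from 659 ± 103 to 26.9 ± 30.5 FPKM (-5.13, adjusted p = 0.000114) and LOC101245586 from 90 ± 12.2 to 3.04 ± 3.62 FPKM (-4.90, adjusted p = 0.0002). For 3 of these 4 genes the call in Moneymaker was lost when some of the libraries were left out in turn, although the change stayed large. With any 1 library left out, the log2 fold change lay between 5.52 and 6.31 for LOC101247647. It lay between -5.61 and -4.26 for LOC101245586 and between -6.00 and -4.60 for LOC101055528. The adjusted p of LOC101247647 was 0.0019, 0.00206 and 0.0011 without CK_MM_4dpi replicate 1, 2 or 3, and 0.00245 and 0.0013 without MM_4dpi replicate 1 or 3. That of LOC101245586 was 0.00153 and 0.00122 without CK_MM_4dpi replicate 1 or 2, and 0.0013 and 0.00209 without MM_4dpi replicate 1 or 2. That of LOC101055528 was 0.00109 and 0.00118 without MM_4dpi replicate 1 or 2. Over all alternatives the adjusted p ranged from 4.84e-07 to 0.00428 for LOC101247647, from 1.08e-08 to 0.00209 for LOC101245586 and from 3.10e-09 to 0.00118 for LOC101055528.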

Compared with the respective control groups, 8526 DEGs were identified in Cf*-16* tomato (including 5110 up-regulated and 3416 down-regulated genes) at 4 dpi, 6938 in Moneymaker (including 4213 up-regulated and 2725 down-regulated genes) at 4 dpi, 3711 in Cf*-16* tomato (including 1609 up-regulated and 2102 down-regulated) at 8 dpi, and 2772 in Moneymaker (including 757 up-regulated and 2015 down-regulated genes) at 8 dpi.

**Table 1:** DEGs identified from different comparisons

DEG set	Total DEGs	Upregulated	Downregulated
CK_Cf_4dpi-vs-Cf_4dpi	8526	5110	3416
CK_Cf_8dpi-vs-Cf_8dpi	3711	1609	2102
CK_MM_4dpi-vs-MM_4dpi	6938	4213	2725
CK_MM_8dpi-vs-MM_8dpi	2772	757	2015
CK_MM_4dpi-vs-CK_Cf_4dpi	3298	1922	1376
CK_MM_8dpi-vs-CK_Cf_8dpi	2464	1361	1103
MM_4dpi-vs- Cf_4dpi	2242	1211	1031
MM_8dpi-vs- Cf_8dpi	3095	2043	1052

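At 4 dpi, 265 genes were called in both cultivars, all 265 of them in the same direction, and 670 in at least 1 of the cultivars. In simulated data with no change between groups, 0 genes were called in both. Such data hold no response in either cultivar, so this does not test the overlap of the 2 responses. Across the 4054 tested genes, which are not independent replicates, the responses of the 2 cultivars at 4 dpi correlated with Pearson's r = 0.90 and Spearman's rho = 0.89, and 88.8% of the genes changed in the same direction. At 8 dpi the same relation had r = 0.59 and rho = 0.58, with 69.2% in the same direction. The difference between the cultivars in the response, the interaction of cultivar and inoculation, was called by limma for 0 genes at 4 dpi and 0 at 8 dpi. At an unadjusted p under 0.05, 190 and 182 genes showed such a difference, and the smallest adjusted p was 0.720 at 4 dpi and 0.732 at 8 dpi. The alternative that moved these counts most was the fold limit alone, at 849 and 922 genes. Without Cf_4dpi replicate 3, 4 genes were called at 4 dpi: LOC101248262, LOC101248541 and LOC101249425 on chromosome 11, and LOC101247877, all named after their values were seen. The number of genes called in both cultivars at 4 dpi was 134 and 138 without CK_MM_4dpi replicate 1 or 2, and 145 and 139 without MM_4dpi replicate 1 or 2.

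**Figure D3:**
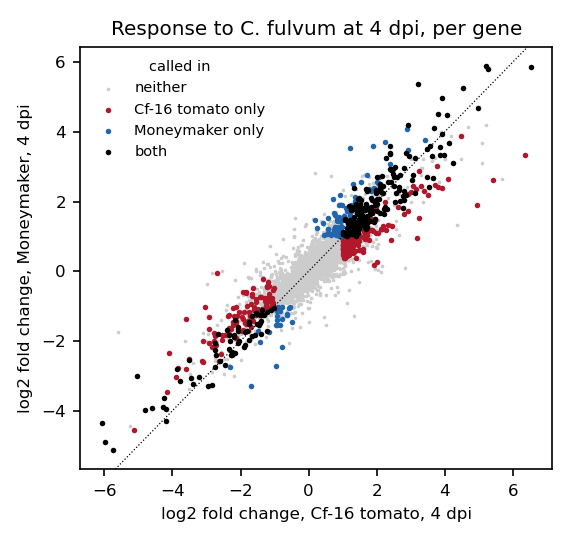
Log2 fold change after inoculation at 4 dpi in Moneymaker against that in Cf-16 tomato, one point per tested gene, coloured by the cultivars in which the gene was called. The points run along the diagonal (r = 0.90), and the 265 genes called in both cultivars lie on the same side of 0 in both.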

Numerous DEGs were detected at 4 dpi in both cultivars (Table 1); however, we also noted a number of DEGs between the control groups for both cultivars (CK_MM_4dpi-vs-CK_Cf_4dpi and CK_MM_8dpi-vs-CK_Cf_8dpi). Furthermore, 707 DEGs were shared by the control and inoculation groups of Moneymaker and Cf*-16* tomato (Fig. 3c). Thus, some of the DEGs in each comparison may not be associated with leaf mold resistance. 

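In the 4 comparisons of inoculated with control plants together, limma called 0 genes in common, since it called 0 genes at 8 dpi, and 99 genes had an unadjusted p under 0.05 in all 4. At an adjusted p of 0.05, 1 gene, LOC101247723, passed in all 4; it is named here after its value was seen. By the fold limit alone, 270 genes (5.21% of the table analysed here) passed in all 4 comparisons, 140 of them among the tested genes. In 20 simulations of the tested genes with no change between groups, the mean was 7.35 genes. The 2 cultivars shared 501 genes by this limit at 8 dpi, 225 of them tested, with a simulated mean of 50.65. As the simulations hold no response to C. fulvum in either cultivar, these means do not test the overlap alone.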

Notably, 306 DEGs overlapped between *Cf-16* tomato and Moneymaker only at 4 dpi (CK_Cf_4dpi-vs-Cf_4dpi and MM_4dpi-vs-Cf_4dpi) (Fig. 3a), whereas 541 DEGs overlapped only at 8 dpi (CK_Cf_8dpi-vs-Cf_8dpi and MM_8dpi-vs-Cf_8dpi) (Fig. 3b). 

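For the comparisons of Fig. 3a, limma called 0 genes in CK_Cf_4dpi-vs-Cf_4dpi and MM_4dpi-vs-Cf_4dpi alone, while 57 genes had this pattern at an unadjusted p under 0.05. Without the condition that the other comparisons of Fig. 3a leave the gene out, 2 genes were called in both, LOC101246761 and MAPK16, named here after their values were seen. For those of Fig. 3b, 0 genes were called in CK_Cf_8dpi-vs-Cf_8dpi and MM_8dpi-vs-Cf_8dpi alone, with 64 at an unadjusted p under 0.05. The fold limit alone moved these counts most, to 201 genes (3.88% of the table analysed here) at 4 dpi and 159 (3.07%) at 8 dpi. Both comparisons of a panel share the inoculated Cf-16 libraries, so that chance in those 3 libraries enters both. The fold limit alone was also applied to 20 simulations of the tested genes with no change between groups. Without the condition on other comparisons, its mean was 71.8 genes at 4 dpi and 73.45 at 8 dpi, beside 223 and 181 observed. The simulations hold no response to C. fulvum in either cultivar, so these counts do not test the overlap alone. With the condition, the means were 36.05 and 39.1, beside 25 and 66 observed among the same genes. The condition also removes genes that respond in Moneymaker, so 25 beside 36.05 is no sign of an overlap below chance. The adjusted p limit of 0.05 gave 2 genes at 4 dpi (LOC101244700 and LOC101246231) and 3 at 8 dpi (CCR1, LOC101244580 and LOC101247189), and 1 gene (LOC101248569) was called at 4 dpi without Cf_4dpi replicate 2 and 1 (LOC101246231) without CK_Cf_8dpi replicate 3, all named after their values were seen.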

Based on these stricter criteria, these DEGs are likely the most promising candidates involved in leaf mold resistance; accordingly, these DEGs were investigated further.

**Fig. 3:**
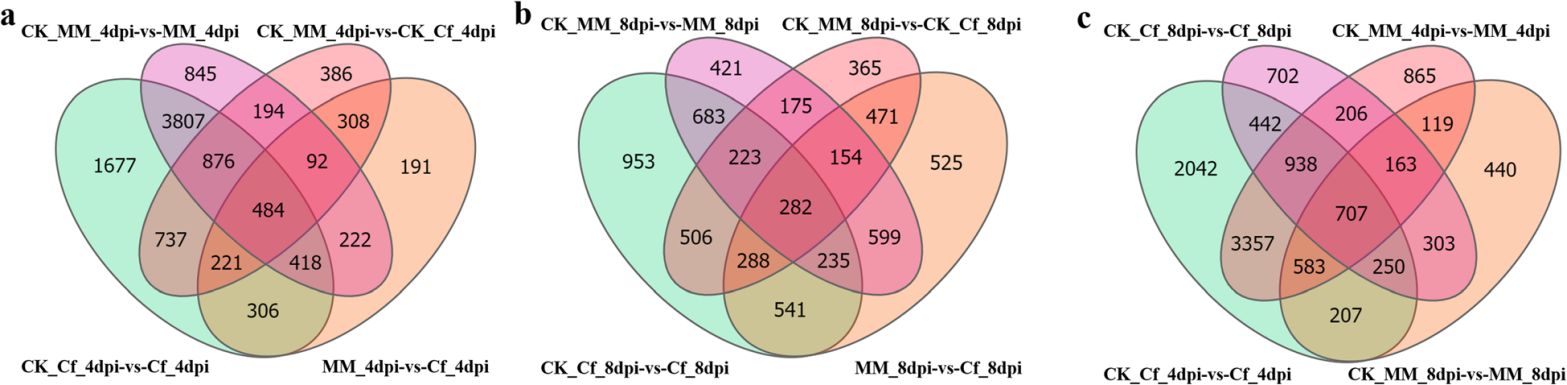
Venn diagrams showing DEGs in different comparisons post inoculation with *C. fulvum.* **a** Venn diagram of DEGs among the CK_Cf_4dpi-vs-Cf_4dpi, CK_MM_4dpi-vs-MM_4dpi, CK_MM_4dpi-vs-CK_Cf_4dpi and MM_4dpi-vs-Cf_4dpi comparisons. **b** Venn diagram of DEGs among the CK_Cf_8dpi-vs-Cf_8dpi, CK_MM_8dpi-vs-MM_8dpi, CK_MM_8dpi-vs-CK_Cf_8dpi and MM_8dpi-vs-Cf_8dpi comparisons. **c** Venn diagram of DEGs among the CK_Cf_4dpi-vs-Cf_4dpi, CK_MM_4dpi-vs-MM_4dpi, CK_Cf_8dpi-vs-Cf_8dpi and CK_MM_8dpi-vs-MM_8dpi comparisons. The numbers indicate the unique and common DEGs for the different comparisons. CK_Cf_4dpi, CK_Cf_8dpi, CK_MM_4dpi and CK_MM_8dpi: *Cf-16* tomato and Moneymaker were inoculated with water and collected at 4 and 8 dpi. Cf_4dpi, Cf_8dpi, MM_4dpi and MM_8dpi: *Cf-16* tomato and Moneymaker were inoculated with *C. fulvum* and collected at 4 and 8 dpi

### GO and KEGG enrichment analyses of DEGs

To determine the functions of DEGs involved in the response to *C. fulvum*, we performed GO (Gene Ontology) classification and KEGG (Kyoto Encyclopedia of Gene and Genomes) functional enrichment analyses using the Phyper function in R software [40]. For DEGs detected in Cf*-16* tomato, significant GO terms were primarily enriched in “biological regulation”, “cellular process”, “metabolic process” and “response to stimulus” in the biological process category, and these terms are associated with disease resistance. In the cellular component ontology, “cell”, “membrane”, “membrane part” and “organelle” were the most abundant categories that were specific to the resistant tomato cultivar. Genes involved in “binding”, “catalytic activity”, “transcription regulator activity” and “transporter activity” were enriched in the molecular function category. Notably, the terms “binding” and “catalytic activity” are known to play important roles in plant hormone signal transduction (Fig. 4a).

**Fig. 4:**
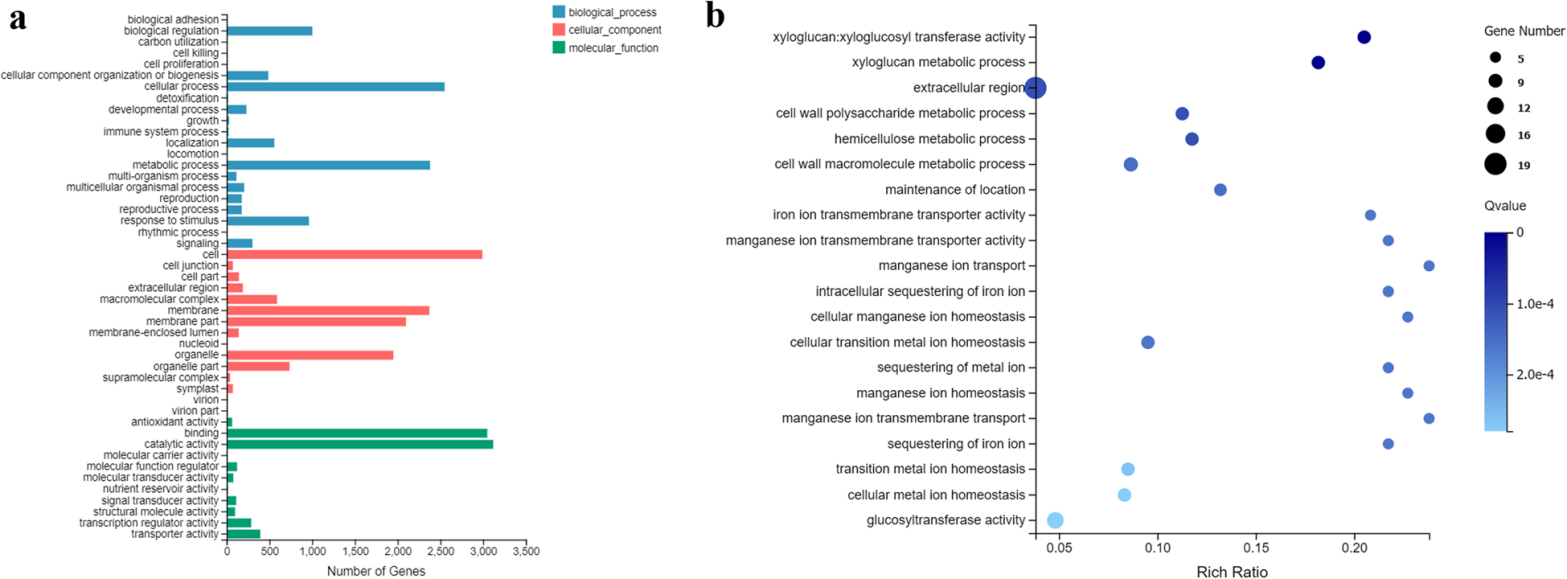
GO analysis of DEGs in response to *C. fulvum*. **a** GO classification analysis of the CK_Cf_4dpi-vs-Cf_4dpi comparison, **b** GO enrichment analysis of the top 200 DEGs from the CK_Cf_4dpi-vs-Cf_4dpi comparison

Subsequently, the top 200 DEGs between *Cf-16* tomato and its control group at 4 dpi (CK_Cf_4dpi-vs-Cf_4dpi) were selected for GO enrichment analysis to better understand the Cf*-16-*mediated resistance response to *C. fulvum*. As shown in Fig. 4b, the most highly enriched GO terms were those associated with the organization of the cell wall or the metabolism of its components, including “xyloglucan: xyloglucosyl transferase activity”, “xyloglucan metabolic process”, “cell wall polysaccharide metabolic process” and “hemicellulose metabolic process”. As the first barrier to invasion, the cell wall is the first obstacle for most pathogens [41, 42]. Therefore, DEGs associated with these significant terms may play important roles against *C. fulvum* infection in Cf*-16* tomato.

KEGG pathway enrichment analysis was also performed to investigate the biological pathways underlying the incompatible interaction. As shown in Fig. 5a, the pathways “Plant hormone signal transduction” and “Plant-pathogen interaction” were significantly enriched (in the figure, the color of each dot indicates the Q-value, and the standard for significant enrichment is Q-value ≤0.01). In addition, “Fatty acid metabolism” and “Phosphatidylinositol signaling system” were found to be related to the Cf*-16* tomato response to *C. fulvum* infection. Furthermore, 34 disease-resistance genes (Additional file 6: Table S6) and 32 DEGs (Additional file 7: Table S7) were identified in the significantly enriched KEGG pathways “Plant-pathogen interaction” and “Plant hormone signal transduction”, respectively. 

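Of the 34 genes of Table S6, 6 are in the table analysed here and all 6 were tested. In CK_Cf_4dpi-vs-Cf_4dpi all 6 were higher after inoculation, with log2 fold changes from 1.99 to 3.90 and a median of 3.20. LOC101055527 alone passed the limits over all tested genes, and 1 gene passed when adjusted over the list alone. In Moneymaker all 6 were also higher, with a median of 2.86 and 1 called gene, again LOC101055527. Of the 31 different genes of Table S7, 9 are in the table analysed here. All 9 were higher in Cf-16 tomato at 4 dpi, with log2 fold changes from 1.63 to 3.51 and a median of 2.06. Over all tested genes 4 were called, LOC101246381, LOC101247146, LOC101248216 and SRK2C, and 7 when adjusted over the list alone. In Moneymaker all 9 were higher with a median of 1.65, 1 was called (SRK2C), and the same number when adjusted over the list alone. The study chose both lists as genes up-regulated at 4 dpi in these libraries, so the directions, the medians and the counts above were largely fixed by that choice, and no test of the lists against the controls at 4 dpi is offered as evidence. Every listed gene with values for both cultivars has the larger printed response in Cf-16 tomato. The choice therefore also favours a positive difference between the cultivars and a low control level in Cf-16 tomato, and the values below are no independent evidence of either. The difference between the cultivars in the response had a median of 0.35 over Table S6 (limma fry, p = 0.746; exact permutation test of the median over 200 splits, two-sided, p = 0.715), with 4 genes higher and 2 lower, and a median of 0.50 over Table S7 (fry, p = 0.263; exact permutation test, p = 0.305), with 8 higher and 1 lower. For the latter, camera gave 0.0484 with its preset correlation and 0.242 with a correlation estimated from the data. The median for Table S6 was 1.11 and 1.68 with pseudocounts of 0.1 and 0.01 (fry, p = 0.352 and 0.192, where the exact permutation test above was not repeated), -0.33 without Cf_4dpi replicate 1 and 0.84 without Cf_4dpi replicate 2. Between the inoculated cultivars (MM_4dpi-vs-Cf_4dpi), 5 of the 6 genes of Table S6 were lower in Cf-16 tomato, with a median of -0.86 (fry, p = 0.301; camera, p = 0.0476, and 0.266 with a correlation estimated from the data; exact permutation test, p = 0.2), and for Table S7 the median was 0.19 and the mean -0.04 (fry, p = 0.960; exact permutation test, p = 0.9). Between the control groups at 4 dpi (CK_MM_4dpi-vs-CK_Cf_4dpi) the median was already -0.78 for Table S6 and -0.56 for Table S7 (exact permutation test, p = 0.1 for each, the smallest possible). By 8 dpi the median response in Cf-16 tomato was -0.95 for Table S6 (fry, p = 0.529; exact permutation test, p = 0.5) and 0.17 for Table S7 (fry, p = 0.956; exact permutation test, p = 0.8).

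**Figure D4:**
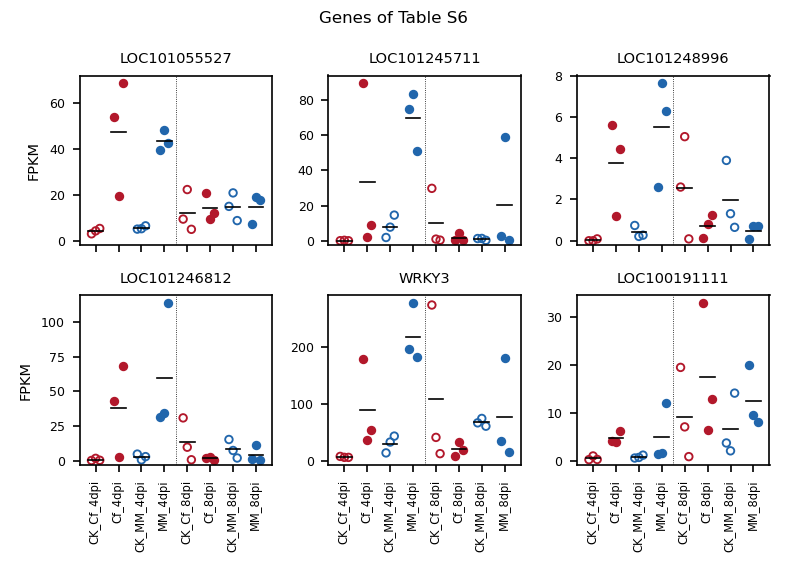
FPKM per library of the 6 genes of Table S6 in the table analysed here, by cultivar, treatment and time point, with open points for control and filled points for inoculated plants and a line at the mean of 3 libraries. At 4 dpi the filled points lie above the open points in both cultivars.

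**Figure D5:**
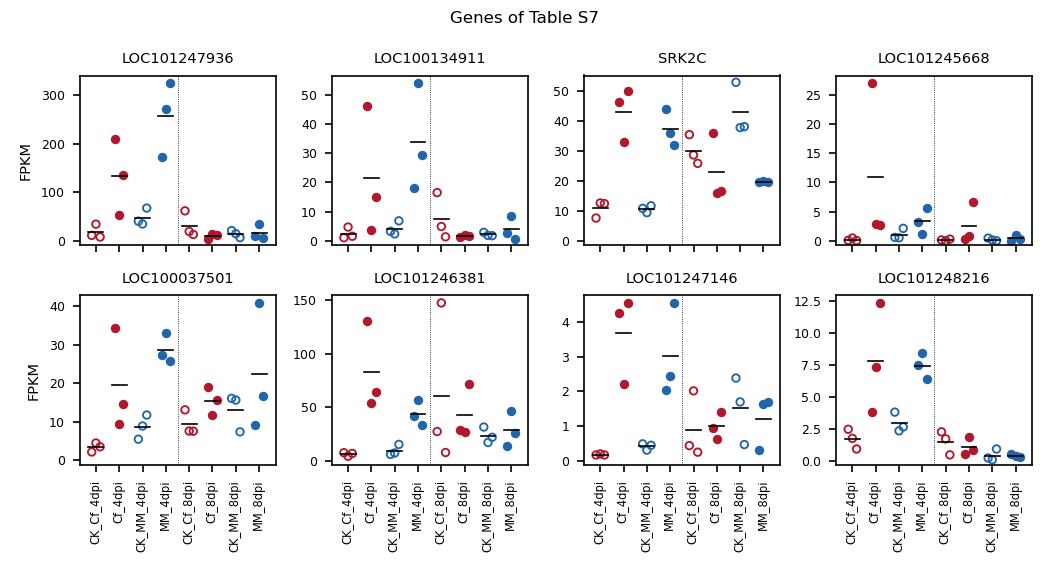
The same plot for genes of Table S7 in the table analysed here. Over the 9 genes of that list in the table, the groups of Cf-16 tomato at 4 dpi do not overlap for 8, and the same holds for 8 of 9 in Moneymaker.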

In summary, the most highly enriched pathways, “Plant hormone signal transduction” and “Plant-pathogen interaction”, may be the major metabolic pathways involved in the Cf*-16*-mediated resistance response to *C. fulvum*.

**Fig. 5:**
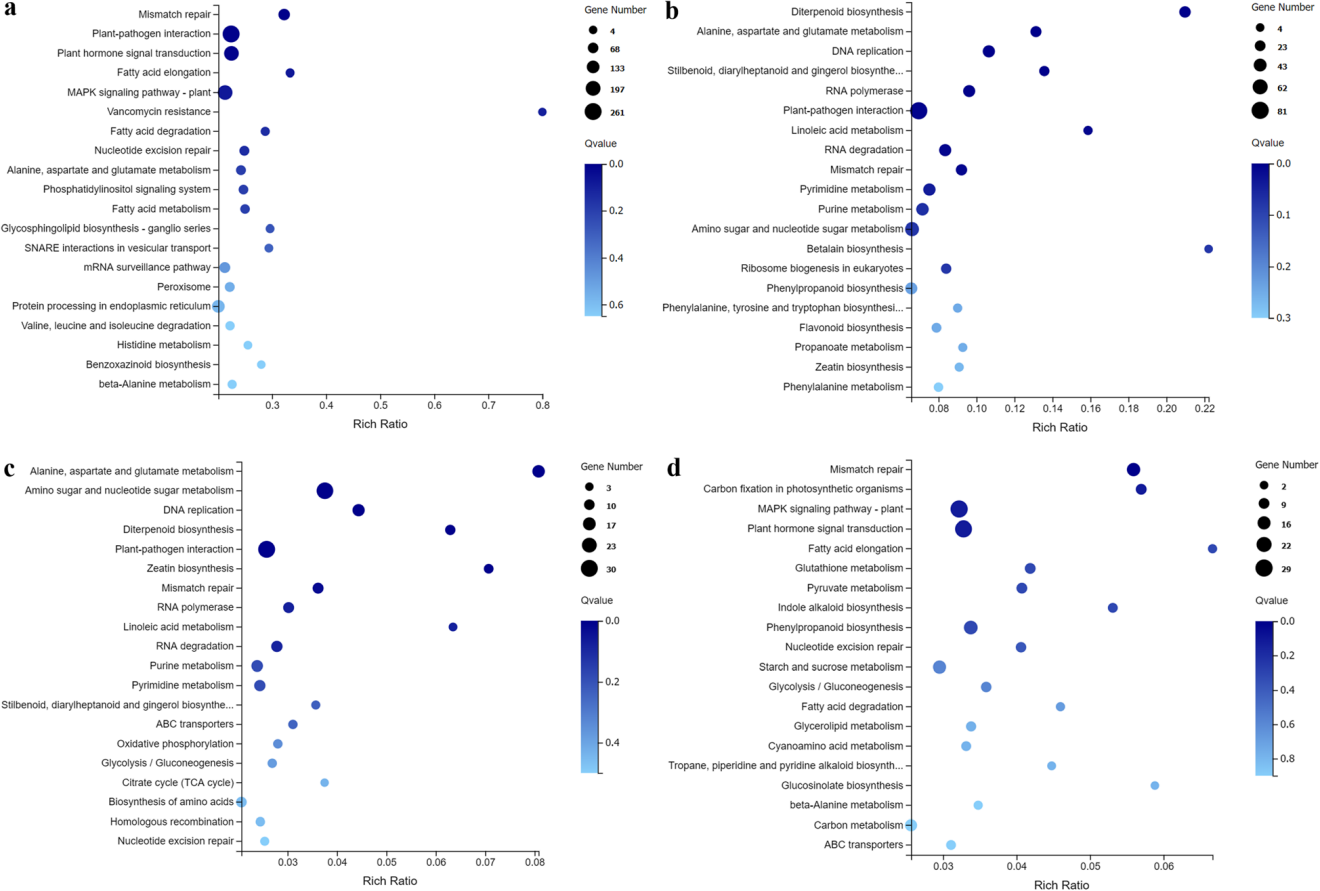
Scatter plot of KEGG pathway enrichment of DEGs. The rich ratio is the ratio of the DEG number to the background number in a particular pathway. The size of the dots represents the number of genes, and the color of the dots represents the range of the Q-value. **a** KEGG pathways based on upregulated DEGs in the CK_Cf_4dpi-vs-Cf_4dpi comparison. **b** KEGG pathways based on upregulated DEGs in the MM_4dpi-vs-Cf_4dpi comparison. **c** KEGG pathways based on 306 DEGs that overlapped only between the CK_Cf_4dpi-vs-Cf_4dpi and MM_4dpi-vs-Cf_4dpi comparisons according to the Venn diagram in Fig. 3a. **d** KEGG pathways based on 541 DEGs that overlapped only between the CK_Cf_8dpi-vs-Cf_8dpi and MM_8dpi-vs-Cf_8dpi comparisons according to the Venn diagram in Fig. 3b

Up-regulated genes involved in the “Plant-pathogen interaction” pathway were also significantly enriched between Moneymaker and Cf*-16* tomato (Fig. 5b, Additional file 8: Table S8). Thus, we performed KEGG pathway analysis for 306 and 541 DEGs that overlapped between Cf*-16* tomato and Moneymaker only at 4 and 8 dpi, respectively (Fig. 3a and b). Interestingly, the pathways “Plant-pathogen interaction” and “Plant hormone signal transduction” were significantly enriched (Fig. 5c and d). Some disease-resistance genes involved in “Plant-pathogen interaction” and six hormone-related genes involved in “Plant hormone signal transduction” are listed in Table 2 and Table 3, respectively. These DEGs may constitute the most promising candidates involved in leaf mold resistance. These results indicate once again that plant hormones play a key role in the *Cf-16* tomato response to *C. fulvum* infection.

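Of the genes of Tables 2 and 3, the table analysed here holds LOC101246100 of Table 2 and LOC101245668 of Table 3. LOC101246100, on chromosome 1, was below the limit for testing, with at most 0.31 FPKM in the 24 libraries. At 4 dpi it was listed at 0.113 ± 0.171 FPKM (SD, n = 3) in Cf_4dpi, where 1 library was at 0.31 and 1 at 0, at 0.0233 ± 0.0321 FPKM in CK_Cf_4dpi and at 0.00333 ± 0.00577 FPKM in MM_4dpi. The difference on the log2(FPKM + 1) scale was 0.11 against the control (exact permutation test, two-sided, p = 0.7) and 0.14 against Moneymaker (exact permutation test, p = 0.4). LOC101245668, on chromosome 7, had 2.57 ± 3.59 FPKM in Cf_8dpi, with 6.7 FPKM in replicate 3 and 0.26 and 0.75 FPKM in the others, and 0.14 ± 0.14 FPKM in CK_Cf_8dpi. Its log2 fold change was 1.18 (standard error 0.664, adjusted p = 0.273) against the control, and 0.92 (adjusted p = 0.749) against MM_8dpi at 0.41 ± 0.495 FPKM. Without Cf_8dpi replicate 3 these values were 0.39 and 0.13. From the DEGs shared by the response of Cf-16 tomato and its comparison with Moneymaker, and from the pathways enriched among them, the paper proposes these genes as the most promising candidates for leaf mold resistance.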

**Table 2:** DEGs in the significantly enriched KEGG pathway “Plant-pathogen interaction” based on 306 common DEGs that overlapped only between the CK_Cf_4dpi-vs-Cf_4dpi and MM_4dpi-vs-Cf_4dpi comparisons according to the Venn diagram in Fig. 3a

Gene ID	Gene definition	Log_2_ Fold-change	
		CK_Cf_4dpi-vs-Cf_4dpi	MM_4dpi-vs-Cf_4dpi
101,246,100	putative ATPase	2.22	4.99
101,251,989	disease resistance protein	1.44	2.36
101,253,178	disease resistance protein RPM1	2.42	4.89
101,256,988	glucosamine---fructose-6-phosphate aminotransferase (isomerizing)	1.74	5.88
101,258,758	LRR receptor-like serine/threonine-protein kinase FLS2	1.77	1.60
101,263,364	putative ATPase	3.26	7.32
101,263,890	tubulin-folding cofactor B	1.26	2.13
109,118,687	disease resistance protein	2.34	1.61
109,120,689	disease resistance protein RPM1	2.94	5.15
109,121,092	LRR receptor-like serine/threonine-protein kinase FLS2	3.45	2.36
BGI_novel_G001085	5′-AMP-activated protein kinase, catalytic alpha subunit	1.80	2.34
BGI_novel_G001591	disease resistance protein RPM1	2.83	2.76

**Table 3:** DEGs in the significantly enriched KEGG pathway “Plant hormone signal transduction” based on 541 common DEGs that overlapped only between the CK_Cf_8dpi-vs-Cf_8dpi and MM_8dpi-vs-Cf_8dpi comparisons according to the Venn diagram in Fig. 3b

Gene ID	Gene definition	Log_2_ Fold-change	
		CK_Cf_8dpi-vs-Cf_8dpi	MM_8dpi-vs-Cf_8dpi
101,245,668	xyloglucan:xyloglucosyl transferase TCH4	4.16	2.63
101,251,578	aprataxin	3.19	2.20
101,262,506	arabidopsis histidine kinase 2/3/4 (cytokinin receptor)	1.32	2.13
101,263,609	disease resistance protein RPM1	1.70	1.54
101,264,326	SAUR family protein	1.75	3.76
104,649,076	auxin responsive GH3 gene family	4.19	2.62

### Analysis of metabolism and regulatory pathways

To obtain an overview of the regulatory pathways induced by *C. fulvum*, DEGs were visualized via MapMan analysis. According to the results (Fig. 6a), the majority of DEGs were upregulated and functionally enriched in transcription factors (TFs), including receptor kinases. 

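The MapMan bins of Table S4 that list all of their genes hold 288 different genes, of which 64 are in the table analysed here and 53 were tested. Table S4 holds genes that the study had called between the cultivars at 4 dpi in these libraries, not whole gene families. The sizes of the changes and the counts by the fold limit alone in these bins were therefore largely fixed by that choice. The lists for transcription factors as a whole and for receptor kinases are printed in part and were not used here. In MM_4dpi-vs-Cf_4dpi, 16 of the 53 genes were higher and 37 lower in Cf-16 tomato. Past the limits limma called 0 genes higher and 1 lower, MAPK16, with a log2 fold change of -1.11 (adjusted p = 0.000628). By the fold limit alone, 18 of the 64 genes were higher and 45 lower. Among the listed genes of single families of transcription factors, 3 of 3 tested WRKY genes were lower in Cf-16 tomato (median log2 fold change -1.17), as were 3 of 4 AP2/EREBP genes (-1.21).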

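In the bin for calcium signalling, 10 of 36 genes are in the table analysed here and 7 were tested in MM_4dpi-vs-Cf_4dpi, with 2 higher and 5 lower in Cf-16 tomato and a median log2 fold change of -1.66. In the bin for light signalling, 4 of 11 genes are in the table and 3 were tested, 1 higher and 2 lower, with a median of -1.04. By limma, 0 of these 10 tested genes passed the limits. By the fold limit alone, 2 of the calcium genes were higher and 8 lower, and 2 of the light genes were higher and 2 lower.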

Other pathways, including “calcium regulation” and “light”, were also upregulated or downregulated in response to *C. fulvum* infection. 

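For auxin, 5 of the 25 genes of the MapMan bin are in the table analysed here, and of the 4 tested in MM_4dpi-vs-Cf_4dpi, 1 was higher and 3 were lower in Cf-16 tomato (median log2 fold change -0.26). For ethylene, 5 of 24 genes are in the table and all 5 were tested, with 0 higher and 5 lower in Cf-16 tomato (median -1.38). By limma, 0 of these genes passed the limits, and by the fold limit alone 1 auxin gene was higher and 4 were lower, and all 5 ethylene genes were lower. The study listed these genes as DEGs of this comparison, so passing the fold limit was largely fixed. The 4 genes of the abscisic acid bin are not among those analysed here. After inoculation, the response of Cf-16 tomato at 4 dpi was positive for 4 of the 5 ethylene genes and 1 of the 4 auxin genes.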

Most DEGs were related to hormones associated with the upregulation of IAA (indole-3-acetic acid), ABA (abscisic acid) and ethylene. In fact, the upregulated genes were classified as R genes, MAPKs, PR proteins, TFs and genes associated with the hormones ethylene, ABA, SA and JA, further supporting the importance of these pathways in the Cf*-*16-mediated resistance response to *C. fulvum* infection (Fig. 6b, Additional file 4: Table S4).

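Of the genes in the other bins named here, 2 jasmonate genes, 1 salicylic acid gene, 1 MAP kinase gene and 4 biotic stress kinase genes were tested in MM_4dpi-vs-Cf_4dpi. The jasmonate genes went 1 higher and 1 lower in Cf-16 tomato (median log2 fold change 0.43), the salicylic acid gene was lower by a log2 fold change of -0.16, and of the kinase genes 1 was higher and 3 were lower (median -0.57). The list for PR proteins is printed in part and was not used here.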

**Fig. 6:**
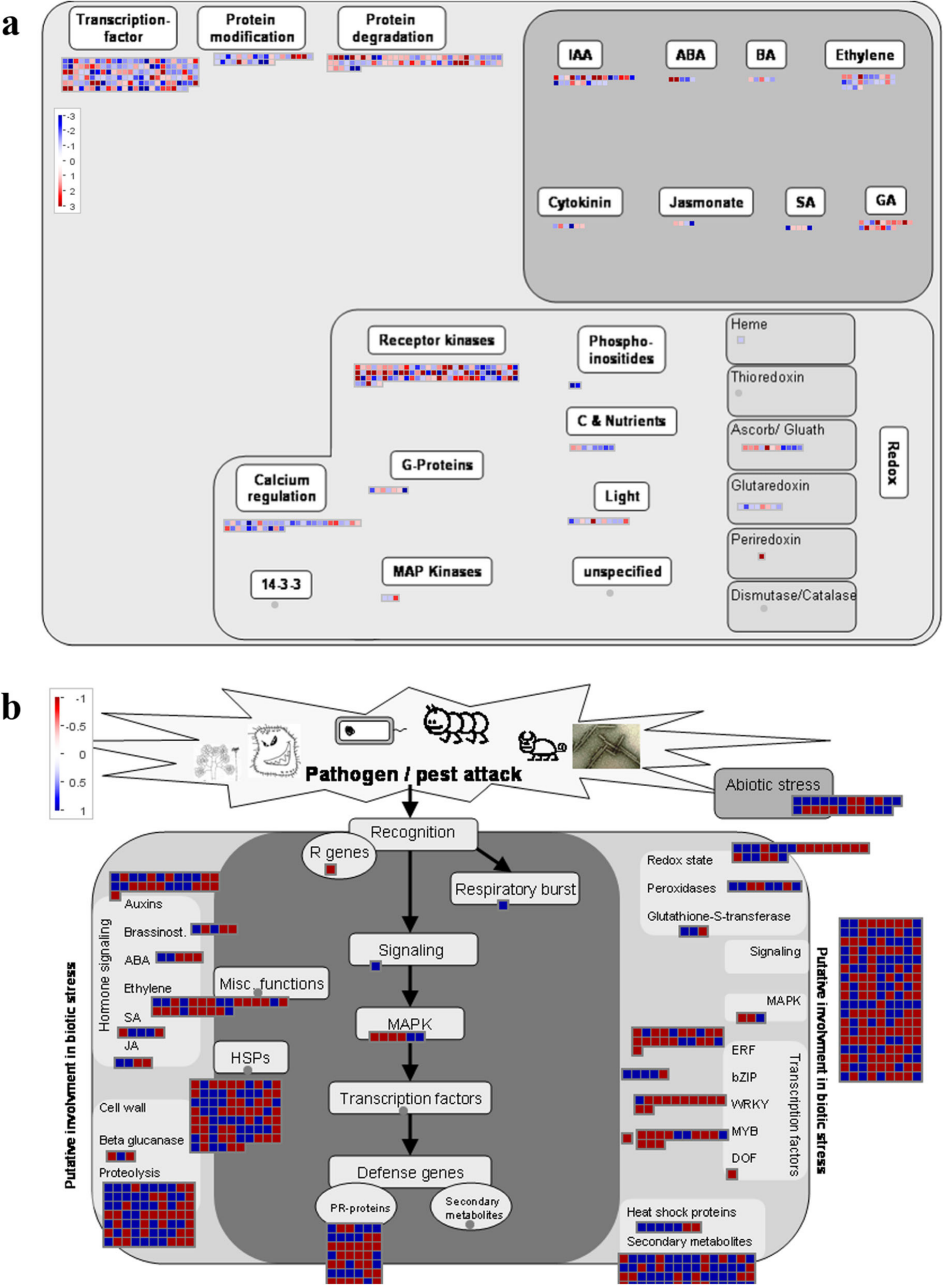
Regulatory overview produced by the MapMan tool. **a** biotic stress, **b** transcriptional changes in *Cf-16* tomato at 4 dpi (MM_4dpi-vs- Cf_4dpi). Each box represents a DEG; the red and blue colors indicate up- and downregulated DEGs, respectively. The scale bar displays log2-transformed fold changes

### Gene co-expression network analysis

Weighted gene co-expression network analysis (WGCNA) is a common algorithm used in transcriptomic studies [43]. Thirteen different modules were obtained using a gene dendrogram colored according to correlations between gene expression levels (Fig. 7a). Among them, the genes in MEred and MEgreenyellow were highly expressed in Cf*-16* tomato at 4 dpi, whereas those in MEpurple exhibited relatively high expression in both Cf*-16* tomato and Moneymaker at 4 dpi (Fig. 7b). 

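The network analysis itself was not repeated here. As a count related to modules high in single samples, a gene was counted for a library when its FPKM there was at least 1 and over 2 times the next highest of the 24 libraries. This held for 220 genes of the table analysed here. The most were found in CK_Cf_4dpi replicate 1 with 64, CK_Cf_8dpi replicate 2 with 35, Cf_8dpi replicate 3 with 24 and CK_MM_8dpi replicate 1 with 20. Of the Cf_4dpi libraries, replicate 1 held 18 genes, replicate 2 held 2 and replicate 3 held 1, together 9.55% of the total. MM_4dpi replicate 3 held 16. With 5 times the next highest as the limit, the total was 31 genes, and with at least 10 FPKM it was 87.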

We performed KEGG analysis for these three modules. For the MEred module, pathways related to “Plant-pathogen interaction”, “Oxidative phosphorylation” and “Phenylalanine, tyrosine and tryptophan biosynthesis” were enriched; for MEgreenyellow, pathways related to “Pentose phosphate pathway”, “Flavonoid biosynthesis”, “Phenylpropanoid biosynthesis” and “Plant hormone signal transduction” were enriched (Additional file 10: Figure S2). Notably, some DEGs of the pathway “Plant-pathogen interaction” in the MEred module were also present in Additional file 8: Table S8 (DEGs in the significantly enriched KEGG pathway “Plant-pathogen interaction” between MM_4dpi-vs-Cf_4dpi and CK_Cf_4dpi-vs-Cf_4dpi). Therefore, these disease-resistance genes should be studied in greater depth in the future to elucidate their role in the Cf*-16*-mediated resistance response to *C. fulvum* infection in tomato.

**Fig. 7:**
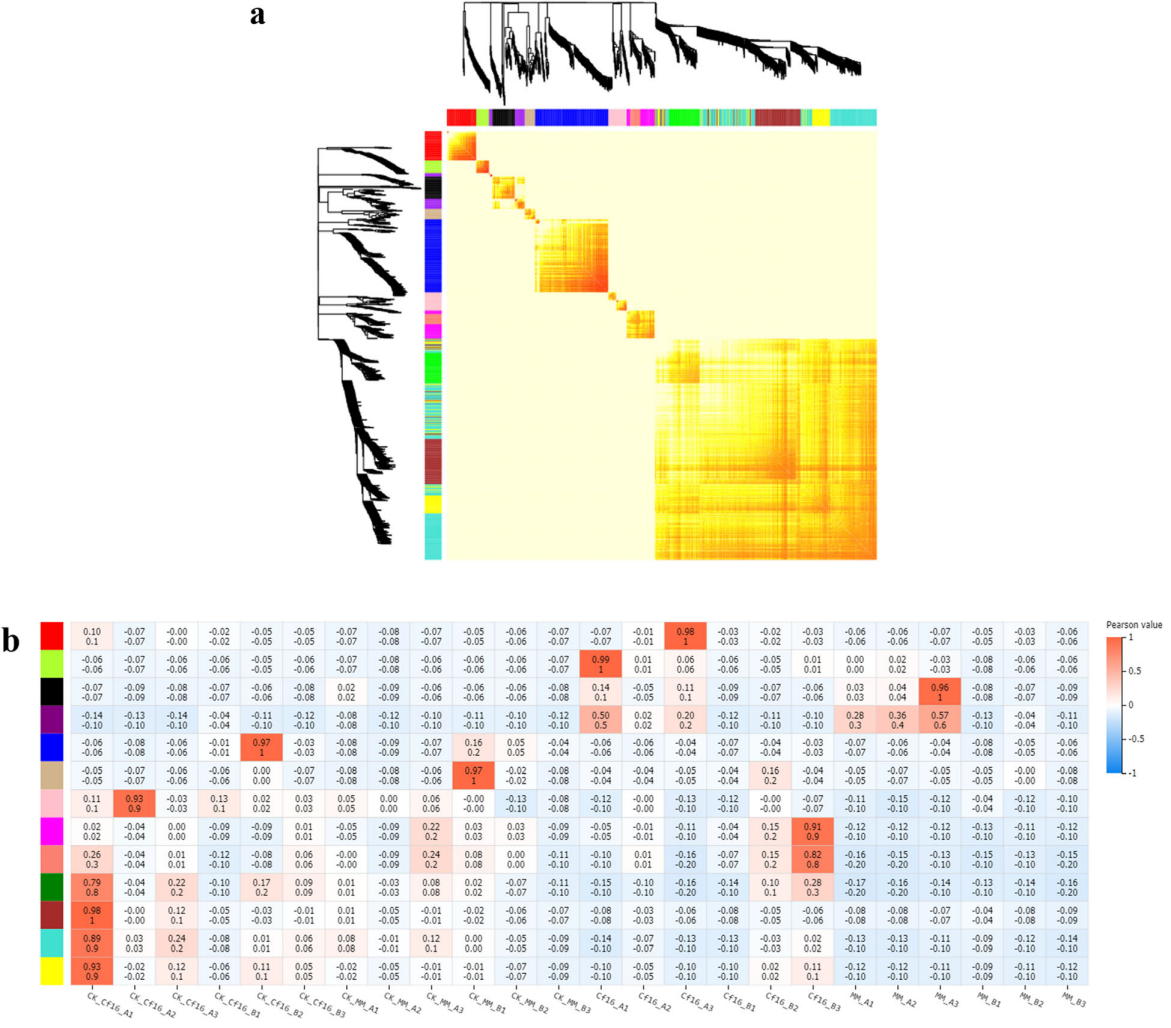
Gene co-expression network analysis by WGCNA. **a** Gene dendrogram colored according to correlations between gene expression levels. Different colors represent different gene modules and indicate coefficients of dissimilarity between genes. **b** Module-sample association. The abscissa represents the samples; the ordinate represents the modules. The numbers in each cell are the correlation coefficient (top) and *P*-value (bottom). The variation from blue (low) to orange (high) indicates the ranges of the DEGs

### Validation of RNA-Seq data by qRT-PCR

To verify the RNA-Seq data, 16 DEGs were chosen for qRT-PCR; three biological replicates were performed. These 16 genes were selected from significantly enriched KEGG pathways (such as “Plant hormone signal transduction”, “Plant-pathogen interaction” and “Metabolic pathways”). The expression data obtained by qRT-PCR were consistent with the RNA-Seq results, indicating a similar trend between the transcriptome and qRT-PCR datasets (Fig. 8). 

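Of the 16 genes, the table analysed here holds 4: LOC101244012, LOC101245668, LOC101247936 and WRKY3. In the RNA-Seq data all 4 rose in Cf-16 tomato at 4 dpi, with log2 fold changes from 1.87 to 3.34, and in Moneymaker all 4 rose as well, from 1.03 to 2.96. LOC101244012, on chromosome 7, went from 10.4 ± 1.15 to 44.5 ± 23.7 FPKM (SD, n = 3) in Cf-16 tomato (log2 fold change 1.87, adjusted p = 0.000333) and from 12.1 ± 3.04 to 28.5 ± 0.665 FPKM in Moneymaker (1.19, adjusted p = 0.0108), and the interaction was 0.67 (adjusted p = 0.95). The call in Cf-16 tomato was lost without CK_Cf_4dpi replicate 1 or 3 (adjusted p = 0.00222 and 0.00149) and without Cf_4dpi replicate 1 or 3 (0.00319 and 0.00145), and over all alternatives the adjusted p ranged from 3.94e-05 to 0.0132. By 8 dpi the gene had 14.6 ± 3.67 FPKM in the control and 30 ± 6.59 FPKM in inoculated Cf-16 tomato (1.00, adjusted p = 0.0878), and a log2 fold change of 0.16 in Moneymaker (adjusted p = 0.91), which was -0.12 without CK_MM_8dpi replicate 3 and -0.15 without MM_8dpi replicate 3.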

Among the 16 DEGs, a significantly up-regulated gene with ID 101247936 (Fig. 8h) was predicted to encode a jasmonate-ZIM-domain-containing protein in the “Plant hormone signal transduction” pathway, paralleling the JA response to *C. fulvum* infection (Fig. 2b). Similarly, the expression level of gene 100,736,444 (Fig. 8i), which encodes the disease-resistance protein RPM1, was increased at least 27-fold in Cf*-16* tomato. In addition, the expression levels of gene 101,259,487 (Fig. 8m), which encodes a peroxidase, and gene 101,256,817 (Fig. 8b), which encodes the calcium binding protein CML, were increased at least 11-fold.

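LOC101247936 lies on chromosome 7 from 55184596 to 55185754 of SL2.50. In the RNA-Seq data it went from 17.6 ± 14.4 FPKM (SD, n = 3) in CK_Cf_4dpi to 133 ± 78.5 FPKM in Cf_4dpi, a log2 fold change of 2.90 (standard error 0.689, adjusted p = 0.00179), just outside the limit of 0.001. Its 3 inoculated libraries lay above the 3 controls (exact permutation test, two-sided, p = 0.1, the smallest possible). The gene was called without CK_Cf_4dpi replicate 2 (adjusted p = 0.000765) and without Cf_4dpi replicate 2 (0.000852), and over all alternatives its adjusted p ranged from 0.0002 to 0.0185. The groups of 8 dpi were at 31.2 ± 26.5 FPKM in the control and 9.83 ± 4.97 FPKM in inoculated plants (-1.39, adjusted p = 0.216).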

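In the RNA-Seq data the gene 100736444, which the table analysed here names WRKY3 and places on chromosome 1 from 86839757 to 86841943, had 6.11 ± 0.976 FPKM (SD, n = 3) in CK_Cf_4dpi and 89.9 ± 78.1 FPKM in Cf_4dpi, a 14.7-fold ratio of the means. The inoculated libraries were at 179.49, 36.6 and 53.48 FPKM. The log2 fold change was 3.34 (standard error 0.892, adjusted p = 0.00412), and without Cf_4dpi replicate 1 it was 2.68. Means at 8 dpi were 109 ± 144 FPKM in the control and 20.1 ± 12.4 FPKM in inoculated Cf-16 tomato (-1.53, adjusted p = 0.293), with 1 control library at 275.11 FPKM. The log2 fold change was -0.34 without CK_Cf_8dpi replicate 1 and -2.54 without CK_Cf_8dpi replicate 3.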

**Fig. 8:**
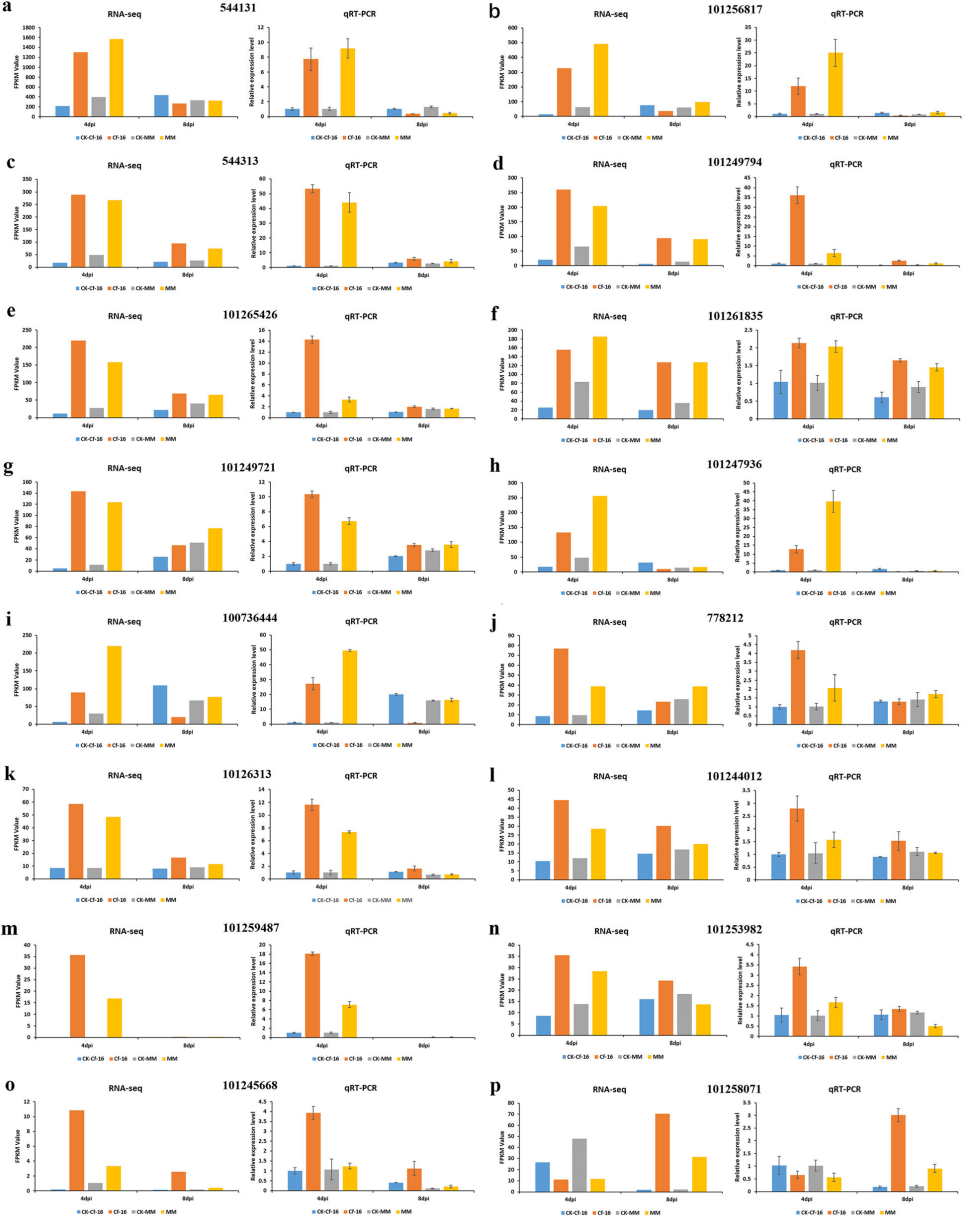
Comparative analysis of expression results between RNA-Seq and qRT-PCR for 16 DEGs

## Discussion

In this study, we characterized the interaction between *C. fulvum* and Cf*-16* tomato or Moneymaker through microscopic observations. HR was observed in Cf*-16* tomato at 8 dpi, whereas in Moneymaker, hyphae emerged through the stomata and continued to increase in number and grow at 8 dpi (Fig. 1). Systemic defense response mediated by resistance genes was activated during the early stage of *C. fulvum* infection. This finding was consistent with previous studies of other Cf genes [37–39]. Based on comparative transcriptome analysis, we demonstrated the resistance response to *C. fulvum* in Cf*-16* tomato. In response to *C. fulvum* infection, drastic transcriptional changes occurred at 4 dpi in both tomato cultivars, although a number of DEGs were also detected between the respective control groups (Table 1). Because these results suggested that many of the DEGs in each comparison may not be linked to resistance, we screened resistance genes in Cf*-16* tomato more stringently by comparing the transcriptomes of the control groups. Significant GO terms primarily included “biological regulation”, “cellular process”, “metabolic process” and “response to stimulus” in the biological process category, and these terms are associated with disease resistance. Furthermore, KEGG enrichment analysis indicated that most of the DEGs were classified into “Plant hormone signal transduction” and “Plant-pathogen interaction”. In this preliminary comparison, more up-regulated DEGs were detected in Cf*-16* compared to Cf*-10* and Cf*-12* tomatoes during the early stage of *C. fulvum* infection [38, 39]. A comprehensive comparative analysis of Cf*-19,* Cf*-12*, Cf*-10* and Cf*-16* will provide important information for further exploration of the mechanism of Cf-gene-mediated resistance response to *C. fulvum* infection.

Plants have a series of defense mechanisms to respond to pathogen attack. PRRs are the first line of defense [44, 45]; these receptors recognize *C. fulvum* and activate a resistance response [46]. In our study, chitin elicitor receptor kinase 1 (CERK1; BGI_novel_G000519), a pattern recognition protein, was significantly up-regulated in *Cf-16* tomato at 4 dpi (Additional file 6: Table S6). This result was consistent with the study by Xue et al. (2017) on Cf*-12*. We will investigate whether increased expression of CERK1 is associated with the activation of chitin signaling and determine whether this increase affects the tomato-*C. fulvum* interaction process.

After recognizing the infection, Cf*-16* tomato quickly activated a complex series of defense-associated signaling pathways. Ca^2+^ influx is considered to play a key role in the early downstream response of numerous PAMP sensing processes, resulting in local and systemic acquired resistance [47, 48]. Ca^2+^ activates calcium-dependent protein kinases (CDPKs), which play important roles in plant responses to both abiotic stress and pathogens [49, 50]. 

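LOC101055527, which Table S6 describes as a calcium-dependent protein kinase, lies on chromosome 3 from 63540074 to 63545355. It went from 4.22 ± 1.17 FPKM (SD, n = 3) in CK_Cf_4dpi to 47.5 ± 25.2 FPKM in Cf_4dpi, a log2 fold change of 3.07 (standard error 0.472, adjusted p = 5.99e-05), and was called with any 1 of the 6 libraries left out. Over all alternatives its adjusted p in Cf-16 tomato ranged from 4.75e-06 to 0.00851, and the call was lost under 1 of them. In Moneymaker it went from 5.61 ± 0.777 to 43.5 ± 4.48 FPKM (2.75, adjusted p = 0.000208). There the call was lost without CK_MM_4dpi replicate 1 or 2 (adjusted p = 0.00157 and 0.00149) and without MM_4dpi replicate 1 or 2 (0.00107 and 0.00153), within a range of 3.83e-08 to 0.00157 over all alternatives. The responses of the cultivars differed by 0.31 on the log2 scale (interaction, adjusted p = 0.98).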

In our study, CDPKs (101,249,495, 101,055,527 and 101,255,379) were expressed at high levels in Cf*-16* tomato during the early stage of infection (Additional file 2: Table S2). This result was consistent with those of previous studies, suggesting that these genes play crucial roles in the Cf*-16-*mediated resistance response to *C. fulvum* infection [51]. In addition, the binding of Ca^2+^ to CML results in the production of nitric oxide (NO), which further promotes plant HR or autoimmune reactions [52]. 

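Of the CML genes drawn in Fig. 9a, LOC101055516 and LOC101245711 are in the table analysed here. LOC101055516, on chromosome 4, rose from 27.8 ± 3.16 FPKM (SD, n = 3) in CK_Cf_4dpi to 306 ± 149 FPKM in Cf_4dpi, with a log2 fold change of 3.31 (standard error 0.546, adjusted p = 0.000103). The call was lost without Cf_4dpi replicate 1 (adjusted p = 0.00107), with a range of 9.01e-05 to 0.00536 over all alternatives. In Moneymaker it rose from 95.1 ± 35.7 to 493 ± 28.3 FPKM (2.44, adjusted p = 0.00166), and the interaction was 0.87 (adjusted p = 0.962). Between the inoculated cultivars, Cf-16 tomato was lower by a log2 fold change of -0.79 (adjusted p = 0.698).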

Interestingly, the results of our study showed that 11 CML genes were significantly expressed at 4 dpi in Cf*-16* tomato compared with Moneymaker (Fig. 9a). In particular, the genes with IDs 543,942 and 101,245,711 were up-regulated approximately eight-fold in Cf*-16* tomato compared with Moneymaker. 

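LOC101245711 lies on chromosome 2 from 54665326 to 54666183. It had 0.0967 ± 0.134 FPKM (SD, n = 3) in CK_Cf_4dpi and 33.6 ± 48.5 FPKM in Cf_4dpi, where the libraries were at 89.37, 2.12 and 9.17 FPKM. The log2 fold change was 3.70 (standard error 1.3, adjusted p = 0.0214), and it was 2.37 without Cf_4dpi replicate 1. In Moneymaker the gene went from 8.05 ± 6.36 to 69.8 ± 16.7 FPKM (3.25, adjusted p = 0.0472), and the responses differed by 0.45 (interaction, adjusted p = 0.987). As the log2 ratio of mean FPKM, without a pseudocount, the responses were 8.44 and 3.12, a difference of 5.32, with a control mean of 0.0967 FPKM in Cf-16 tomato. The inoculated cultivars were compared directly as well. Cf-16 tomato had the lower mean, with a log2 fold change of -2.29 against Moneymaker (adjusted p = 0.613; exact permutation test, two-sided, p = 0.4), and the adjusted p lay between 0.175 and 0.847 over all alternatives.

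**Figure D6:**
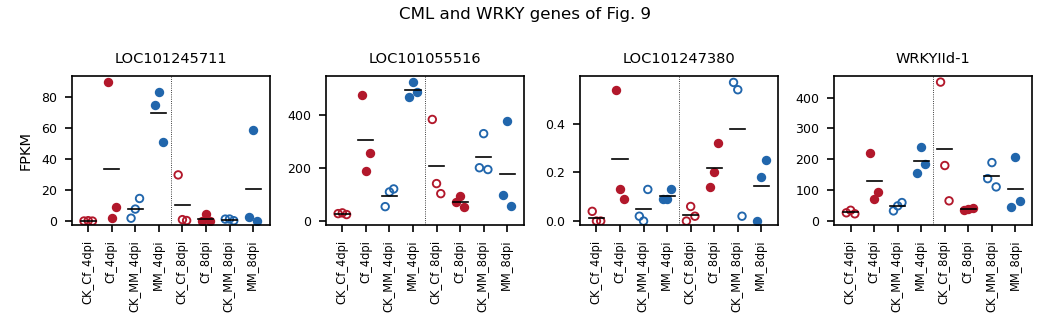
FPKM per library of genes of Fig. 9 in the table analysed here, by cultivar, treatment and time point, with open points for control and filled points for inoculated plants and a line at the mean of 3 libraries. For LOC101245711 at 4 dpi the inoculated libraries range from 2.12 to 89.37 FPKM in Cf-16 tomato and from 51.14 to 83.23 FPKM in Moneymaker.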

Based on these results, we propose that these CML genes are involved in the Cf*-16* tomato defense response against *C. fulvum*. Similarly, Ranty (2016) demonstrated that CML genes play crucial roles in plant responses to both abiotic stress and pathogens [53]. FLS2 recognizes flg22 and subsequently activates downstream signaling pathways that involve WRKY TFs to promote defense responses against bacterial and fungal pathogens and nematodes [54, 55]. In our study, 12 WRKY genes were specifically up-regulated at 4 dpi, as shown by the hierarchical clustering of DEGs in both tomato cultivars (Fig. 9b). Among them, the genes with IDs 101,268,780, 101,258,361, 101,248,996 and 101,246,812 were up-regulated more than six-fold in Cf*-16* tomato compared with Moneymaker. These results suggest that these WRKY genes may activate a series of downstream PR genes and thus play pivotal roles in the resistance response of Cf*-16* tomato to *C. fulvum*. 

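Of the genes in Fig. 9b, 4 are in the table analysed here: LOC101246812, LOC101247380, LOC101248996 and WRKYIId-1. WRKYIId-1, on chromosome 8, rose from 28.4 ± 5.9 to 129 ± 80 FPKM (SD, n = 3) in Cf-16 tomato at 4 dpi (log2 fold change 2.00, adjusted p = 0.00583) and from 47.4 ± 13.6 to 193 ± 42.2 FPKM in Moneymaker (2.03, adjusted p = 0.00714), with an interaction of -0.03 (adjusted p = 0.997). At 8 dpi it fell in Cf-16 tomato from 232 ± 198 to 39.2 ± 2.82 FPKM (-2.13, adjusted p = 0.0312). LOC101247380 was not tested, since it reached at most 0.57 FPKM in any library, and in Cf_4dpi it had 0.253 ± 0.249 FPKM.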

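LOC101248996, on chromosome 8, went from 0.03 ± 0.052 FPKM (SD, n = 3) in CK_Cf_4dpi to 3.75 ± 2.28 FPKM in Cf_4dpi, a log2 fold change of 2.06 (standard error 0.532, adjusted p = 0.00329). In Moneymaker it went from 0.407 ± 0.29 to 5.5 ± 2.59 FPKM (2.13, adjusted p = 0.00354). LOC101246812, on chromosome 3, went from 0.593 ± 0.841 to 38 ± 33.3 FPKM in Cf-16 tomato (3.90, standard error 1.12, adjusted p = 0.00664), with inoculated libraries at 43, 2.38 and 68.49 FPKM, and from 2.65 ± 2.07 to 59.7 ± 46.8 FPKM in Moneymaker (3.99, adjusted p = 0.00753). Without Cf_4dpi replicate 2 the latter gene was called in Cf-16 tomato (adjusted p = 0.000647), in a range of 0.000647 to 0.0429 over all alternatives. The responses of the 2 cultivars differed by -0.07 for LOC101248996 and by -0.10 for LOC101246812 (interaction, adjusted p = 0.988 and 0.996). The sign depends on the pseudocount: as the log2 ratio of mean FPKM the responses were 6.96 in Cf-16 tomato and 3.76 in Moneymaker for LOC101248996 and 6.00 and 4.49 for LOC101246812, larger in Cf-16 tomato by 3.21 and 1.50. Between the inoculated cultivars the log2 fold change of Cf-16 tomato against Moneymaker was -0.51 for LOC101248996 (adjusted p = 0.841; -0.026 without Cf_4dpi replicate 2) and -1.22 for LOC101246812 (adjusted p = 0.796), the latter turning to 0.13 without Cf_4dpi replicate 2 and to 0.11 with limma's arrayWeights, with adjusted p from 0.568 to 0.987 over its alternatives.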

Our results also showed that PR-1 genes (IDs 544,123 and 100,191,111) were significantly up-regulated in Cf*-16* tomato after inoculation (Additional file 6: Table S6). 

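LOC100191111, on chromosome 1 from 94426997 to 94427828, had 0.45 ± 0.433 FPKM (SD, n = 3) in CK_Cf_4dpi and 4.67 ± 1.27 FPKM in Cf_4dpi. The log2 fold change was 1.99 (standard error 0.776, adjusted p = 0.0356), and the 3 inoculated libraries lay above the 3 controls (exact permutation test, two-sided, p = 0.1, the smallest possible). In Moneymaker it went from 0.76 ± 0.317 to 4.95 ± 6.05 FPKM (1.29, adjusted p = 0.178), with an interaction of 0.69 (adjusted p = 0.979). Its value in Moneymaker was 0.49 without MM_4dpi replicate 3, which had 11.93 FPKM beside 1.29 and 1.63 FPKM. At 8 dpi Cf-16 tomato had 9.09 ± 9.49 FPKM in the control and 17.4 ± 13.8 FPKM after inoculation (1.18, adjusted p = 0.353), a difference within the spread of the libraries that was 0.24 without CK_Cf_8dpi replicate 3 and 1.99 without CK_Cf_8dpi replicate 1.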

Overall, our results suggest that PRRs activate and promote the expression of downstream CDPKs, CMLs and WRKY TFs; induce the accumulation of reactive oxygen species; and cause the deposition of cystatin in the cell wall, thereby inducing PTI in Cf*-16* tomato.

**Fig. 9:**
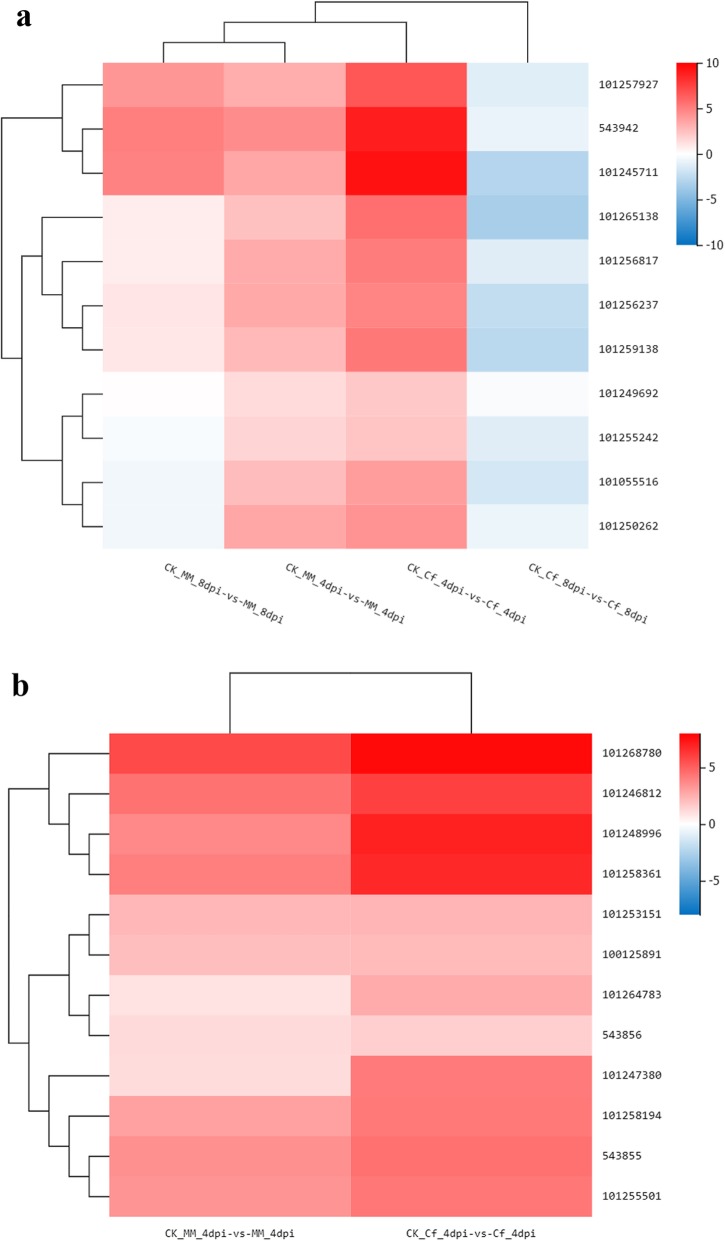
**a** Differentially expressed CML genes in Cf*-16* tomato and Moneymaker. **b** Differentially expressed WRKY genes in *Cf-16* tomato and Moneymaker at 4 dpi

During long-term evolutionary interactions with plants, several pathogens successfully cause ETS by producing a number of effectors. Simultaneously, plants have evolved R genes that recognize these effectors and function through highly specific interactions between effectors and their corresponding NB-LRR class receptors. The rice CC-NB-LRR protein Pi-to can directly interact with Avr factors, which the LRR domain is able to directly recognize the effector Avrpita of *Magnaporthe oryzae* and induce ETI [56]. It has also been demonstrated that the NBS-LRR protein from *Arabidopsis thaliana* RPM1 confers resistance to *Pseudomonas syringae*. RPM1 is also involved in the onset of HR [16, 57]. Consistent with previous studies, our results showed that genes encoding RPM1 (101,261,141, 100,736,444, 109,120,689, 101,253,178 and BGI_novel_G001591) were significantly up-regulated in Cf*-16* tomato at 4 dpi (Additional file 3: Table S3a). These genes may play a key role in the response of Cf*-16* tomato to *C. fulvum* infection. 

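Of these genes, the table analysed here holds 100736444 (WRKY3). In Moneymaker it rose from 29.8 ± 15.1 FPKM (SD, n = 3) to 219 ± 51.9 FPKM at 4 dpi, a log2 fold change of 2.96 (adjusted p = 0.0114), and the response of Cf-16 tomato exceeded this by 0.38 (interaction, standard error 1.26, adjusted p = 0.987). Inoculated Cf-16 tomato was lower than inoculated Moneymaker, with a log2 fold change of -1.59 (adjusted p = 0.604; exact permutation test, two-sided, p = 0.1).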

More importantly, the genes with IDs 109,120,689, 101,253,178 and BGI_novel_G001591 were identified as DEGs that overlapped between Cf*-16* tomato and Moneymaker only at 4 dpi (Table 2). These genes may be the most promising candidate genes involved in leaf mold resistance.

Phytohormones are known to be important in the regulation of defense responses in plants [58–60]. SA, a crucial regulator of plant-pathogen interactions, induces HR and systemic acquired resistance [61]. In our study, 32 DEGs were identified in the significantly enriched KEGG pathway “Plant hormone signal transduction” (Additional file 7: Table S7). Interestingly, TGA (104,645,854, 101,250,172 and 101,253,982) and PR-1 (544123), which are involved in the SA signaling pathway, were significantly up-regulated in Cf*-16* tomato after *C. fulvum* inoculation. Importantly, the expression of PR-1 (544123) was significantly higher in Cf*-16* tomato than in Moneymaker at 4 and 8 dpi, suggesting that PR-1 may have a significant function in the response of Cf*-16* tomato to *C. fulvum* infection. This result is consistent with previous studies [62]. 

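The jasmonate ZIM domain genes LOC101247936 and LOC100134911, the latter on chromosome 12, rose in both cultivars at 4 dpi. LOC100134911 went from 2.42 ± 1.98 to 21.5 ± 21.9 FPKM (SD, n = 3) in Cf-16 tomato, with inoculated libraries at 46.03, 3.72 and 14.84 FPKM, of which the lowest lay within the control range. Its log2 fold change was 2.30 (standard error 0.764, adjusted p = 0.0159; exact permutation test, two-sided, p = 0.2). In Moneymaker it went from 4.12 ± 2.38 to 33.8 ± 18.3 FPKM (2.73, adjusted p = 0.00753), and the interaction was -0.42 (adjusted p = 0.98). For LOC101247936 the rise in Moneymaker was from 47.4 ± 17.5 to 256 ± 77 FPKM (2.42, adjusted p = 0.00826), and the interaction was 0.48 (adjusted p = 0.98).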

We also showed that JAZ (jasmonate-zim-domain) genes (101,247,936 and 100,134,911), which encode major proteins in JA signaling, were up-regulated in Cf*-16* tomato at 4 dpi. This finding is consistent with the previously measured change in JA content after infection. Additionally, SAUR family proteins (BGI_novel_G000650, BGI_novel_G001679, 101,255,313, 101,257,321, 104,648,957 and 101,264,326) and PP2Cs (101,249,794 and 101,261,835) in the KEGG pathway “Plant hormone signal transduction” (Additional file 7: Table S7) were identified in the present study, suggesting that SAUR family proteins and PP2Cs also play roles in the resistance of Cf*-16* tomato to *C. fulvum*. In particular, the SAUR family protein with ID 101264326 was identified among the DEGs that overlapped between Cf*-16* tomato and Moneymaker only at 8 dpi (Table 3). Elucidation of the function of this protein in the response of Cf*-16* tomato to *C. fulvum* is needed. Overall, discrepancies among different studies suggest that the specific hormones involved may vary and behave differently in different tomato-*C. fulvum* interactions under different conditions and at different time points. Therefore, it is important to explore crosstalk between SA and JA signaling in the activation of Cf*-16*-mediated defense systems against *C. fulvum* attack and close interactions with other Cf genes.

## Conclusions

This study analyzed the first comprehensive transcriptome of the Cf*-16* resistant tomato cv. Ontario7816 and susceptible tomato cv. Moneymaker and explored interactions between Cf*-16* tomato and *C. fulvum*. Some DEGs related to disease resistance were identified and predicted to be associated with the plant innate immune response, Ca^2+^ channels and plant hormone signal transduction pathways. These results contribute to our understanding of the potential mechanism by which Cf*-16* tomato combats *C. fulvum* infection and will facilitate the fine mapping and cloning of the Cf*-16* gene in the future.

## Methods

### Plant materials and *C. fulvum* inoculation

Two tomato cultivars, the resistant cultivar Ontario7816, including the Cf*-16* gene (kindly provided by the Institute of Vegetables and Flowers, Chinese Academy of Agricultural Science) [23], and the susceptible cultivar Moneymaker, which lacks *C. fulvum*-resistance genes (kindly provided by the Tomato Genetic Resource Center, LA2706), were used in this study. Tomato seeds were sown in pots filled with soil and grown under controlled conditions (16 h light, 25 °C and 95% ambient humidity) in a greenhouse at the Horticultural Station of Northeast Agricultural University (Harbin, China). At the four- to six-leaf stage, the abaxial leaf surfaces of 40 plants per line were sprayed with a suspension of *C. fulvum* (race 1.2.3.4) at 1 × 10^7^ sporangia per milliliter [63]. Mock-treated plants of each line were sprayed with sterilized water under the same conditions. All plants were maintained at 25 °C with 95% relative humidity.

### Microscopic observation of *C. fulvum* in Cf*-16* tomato

To assess the process of Cf*-16*-mediated HR and the key time points involved in the resistance mechanism, the lactophenol trypan blue staining method was performed according to Franco’s approach [64]. Leaf samples from the resistant and susceptible lines were harvested at 0–21 dpi, immediately stained, clarified overnight in chloral hydrate solution (2.5 mg/ml) [65], and examined using an Olympus SZX10 dissecting microscope (Olympus, Japan).

### Endogenous JA and SA levels

Leaf samples from the inoculation and control groups of the resistant and susceptible cultivars were harvested at 0, 2, 3, 4, 8, 12, 16 and 21 dpi. Endogenous SA and JA were extracted from the leaves using the modified method of Llugany et al. (2013) [66]; levels were measured via HPLC-MS/MS using an AB SCIEX Triple TOF5600^+^ mass spectrometer (SCIEX, USA) [67].

### RNA extraction, cDNA library construction and sequencing

Total RNA was obtained from each group at 4 and 8 dpi, for a total of 24 samples, and used for RNA-Seq and qRT-PCR analyses. Total RNA was extracted from three biological replicates for each group with three plants using the RNAprep Pure Plant Kit (ThermoFisher, USA) and then used for qRT-PCR [68, 69]; quantified RNA samples were used for cDNA library construction. Library preparation and sequencing were conducted by BGI Tech (Shenzhen, China). The libraries were generated using NEBNext® Ultra™ RNA Library Prep Kit for Illumina R (NEB, USA) and sequenced using a BGISEQ-500, with 150-bp paired-end reads generated. The raw sequencing data were deposited in NCBI Sequence Read Archive under the accession number GSE133678 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE133678).

### Sequencing read mapping and identification of DEGs

Raw reads in FASTQ format were generated by base calling, statistically analyzed using SOAPnuke v1.4.0 and filtered using Trimmomatic v0.36 [70]. Clean reads were obtained by removing reads with adapters, reads containing more than 5% poly-N (where N represents unknown bases), and low-quality reads (with a mass value less than 10 and proportion of total number of bases in the reads greater than 20%).

The clean reads were aligned to the *S. lycopersicum* reference genome sequence (NCBI_GCF_000188115.3_SL2.50) using HISATv2.1.0 [71]. Gene expression levels were quantified with the FPKM method using RSEMv1.2.8 [40]. DEGs were detected using DEGseq methods based on the Poisson distribution [72]. Genes with an adjusted *P*-value of ≤0.001 and a log_2_ fold change of ≥2 were defined as differentially expressed [73].

### Functional annotation and enrichment pathway analyses of DEGs

GO and KEGG pathway enrichment analyses of DEGs were performed using the Phyper function in R software; GO terms and KEGG pathways with an adjusted P-value of ≤0.01 were regarded as significantly enriched. For a graphical overview, DEGs were mapped to various metabolic and regulatory pathways (bins) using the MapMan tool. The colored boxes in each bin represent the log_2_-transformed fold change values of the DEGs.

### Gene co-expression network analysis

Gene co-expression network analysis was performed using the WGCNA package v1.48. Gene dendrograms were constructed with colors based on the correlations between the expression levels of genes and used to build clustering trees and to divide modules. In addition, the correlation between modules and samples was analyzed using WGCNA.

### qRT-PCR analysis

Sixteen DEGs were validated using qRT-PCR to verify the expression profiles obtained by RNA-Seq. qRT-PCR was performed using AceQ® qPCR SYBR® Green Master Mix (Vazyme, USA) and a qTOWER^3^G Detection System (Analytik Jena, Germany). Each sample was replicated three times, and data analysis was performed using the 2^-△△CT^ method [74]. The gene *EFα1* was used as a reference control for normalization (R: 5′-CCACCAATCTTGTACACATCC-3′, S: 5′-AGACCACCAAGTACTACTGCAC-3′) (Additional file 5: Table S5).

## Supplementary information

**Additional file 1: Table S1.** Summary of RNA-Seq data.

**Additional file 2: Table S2.** All FPKM values for every gene.

**Additional file 3: Table S3.** All fold changes and *P*-values for DEGs between the different groups.

**Additional file 4: Table S4.** DEGs between Moneymaker and Cf*-16* tomato at 4 dpi, based on MapMan analysis.

**Additional file 5: Table S5.** Primers used for qPCR.

**Additional file 6: Table S6.** Up-regulated DEGs in the significantly enriched KEGG pathway “Plant-pathogen interaction” in Cf*-16* tomato and Moneymaker at 4 dpi.

**Additional file 7: Table S7.** Up-regulated DEGs in the significantly enriched KEGG pathway “Plant hormone signal transduction” in Cf*-16* tomato and Moneymaker at 4 dpi.

**Additional file 8: Table S8.** Common DEGs in the significantly enriched KEGG pathway “Plant-pathogen interaction” between the MM_4dpi-vs-Cf_4dpi and CK_Cf_4dpi-vs-Cf_4dpi comparisons.

**Additional file 9: Figure S1.** Classification of raw reads from different samples.

**Additional file 10: Figure S2.** Scatter plot of KEGG pathway enrichment of the three modules from WGCNA.

## Data Availability

All the data pertaining to the present study have been included in the tables and figures of the manuscript. The raw sequencing data were deposited in NCBI Sequence Read Archive under the accession number GSE133678 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE133678).

## Abbreviations

ABA: Abscisic acid
cDNA-AFLP: cDNA-amplified fragment length polymorphism
CDPK: Calcium-dependent protein kinase
CERK1: Chitin elicitor receptor kinase 1
CML: Calcium binding protein
CNCG: Plant cyclic nucleotide-gated ion channel
DEG: Differentially expressed gene
dpi: Day post inoculation
ETI: Effector-triggered immunity
ETS: Effector-triggered susceptibility response
FPKM: Fragments per kilobase of exon per million fragments mapped
GO: Gene Ontology
HPLC-MS/MS: High-performance liquid chromatography-tandem mass spectrometry
HR: Hypersensitive response
IAA: Indole-3-acetic acid
JA: Jasmonic acid
JAZ: Jasmonate-zim-domain gene
KEGG: Kyoto Encyclopedia of Genes and Genomes
NB-LRR: Nucleotide-binding site and leucine-rich repeat
PAMP: Pathogen-associated molecular pattern
PRR: Pattern recognition receptor
PTI: PAMP-triggered immunity
qRT-PCR: Real-time quantitative polymerase chain reaction
SA: Salicylic acid
TF: Transcription factor
WGCNA: Weighted gene coexpression network analysis

# Supplementary material for: Comparative transcriptome analysis reveals the response mechanism of Cf-16-mediated resistance to Cladosporium fulvum infection in tomato
**Source:** BMC Plant Biol. 2020 Jan 20;20:33. doi: 10.1186/s12870-020-2245-5
**Supplement:** Supplementary file 6 — Additional file 6: Table S6. Up-regulated DEGs in the significantly enriched KEGG pathway “Plant-pathogen interaction” in Cf-16 tomato and Moneymaker at 4 dpi.

**Table S6** Upregulated DEGs in the significantly enriched KEGG pathway “Plant-pathogen interaction” in Ontario7816 and Moneymaker at 4 dpi.

| Gene ID | Gene definition | Log_2_ Fold-change | |
| --- | --- | --- | --- |
|  |  | CK_Cf_4dpi-vs-Cf_4dpi | CK_MM_4dpi-vs-MM_4dpi |
| 101055527 | calcium-dependent protein kinase | 3.48 | 2.95 |
| 101245711 | calcium-binding protein CML | 8.41 | 3.13 |
| 544043 | pathogenesis-related genes transcriptional activator PTI6 | 1.88 | 1.17 |
| 101251749 | calmodulin | 2.65 | 1.69 |
| 544123 | pathogenesis-related protein 1 | 4.63 | 2.38 |
| 543942 | calcium-binding protein CML | 7.99 | 4.02 |
| 101268780 | WRKY transcription factor 1 | 7.73 | 5.68 |
| 101248996 | WRKY transcription factor 33 | 7.01 | 3.74 |
| 101258361 | WRKY transcription factor 2 | 6.75 | 4.04 |
| 101265539 | interleukin-1 receptor-associated kinase 1 | 6.14 | 2.38 |
| 101257927 | calcium-binding protein CML | 5.97 | 2.89 |
| 104644839 | leucine-rich repeat protein SHOC2 | 5.86 | 3.68 |
| 543900 | EIX receptor 1/2 | 5.20 | 4.44 |
| 101265138 | calcium-binding protein CML | 5.10 | 2.33 |
| 101249495 | calcium-dependent protein kinase | 5.03 | 2.85 |
| 101259138 | calcium-binding protein CML | 4.78 | 2.47 |
| 104644838 | leucine-rich repeat protein SHOC2 | 4.54 | 3.57 |
| 101255316 | EIX receptor 1/2 | 4.38 | 3.00 |
| 104645857 | LRR receptor-like serine/threonine-protein kinase FLS2 | 4.35 | 3.28 |
| 101250219 | cyclic nucleotide gated channel, plant | 4.09 | 3.41 |
| 101261141 | disease resistance protein RPM1 | 4.09 | 2.58 |
| 100736444 | disease resistance protein RPM1 | 3.86 | 2.73 |
| 100191111 | pathogenesis-related protein 1 | 3.38 | 2.70 |
| 101257064 | LRR receptor-like serine/threonine-protein kinase FLS2 | 3.33 | 2.45 |
| 101257866 | pathogen-induced protein kinase | 2.89 | 1.92 |
| 101254274 | pathogenesis-related genes transcriptional activator PTI6 | 2.25 | 2.06 |
| 101246812 | WRKY transcription factor 33 | 5.99 | 4.44 |
| 101251005 | interleukin-1 receptor-associated kinase 4 | 5.01 | 3.38 |
| 101256817 | calcium-binding protein CML | 4.62 | 2.96 |
| 101255379 | calcium-dependent protein kinase | 2.62 | 1.47 |
| BGI_novel_G000519 | chitin elicitor receptor kinase 1 | 2.62 | 1.52 |
| 101253178 | disease resistance protein RPM1 | 2.42 | / |
| 109120689 | disease resistance protein RPM1 | 2.94 | / |
| BGI_novel_G001591 | disease resistance protein RPM1 | 2.83 | / |

# Supplementary material for: Comparative transcriptome analysis reveals the response mechanism of Cf-16-mediated resistance to Cladosporium fulvum infection in tomato
**Source:** BMC Plant Biol. 2020 Jan 20;20:33. doi: 10.1186/s12870-020-2245-5
**Supplement:** Supplementary file 7 — Additional file 7: Table S7. Up-regulated DEGs in the significantly enriched KEGG pathway “Plant hormone signal transduction” in Cf-16 tomato and Moneymaker at 4 dpi.

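Table S7 lists genes of the hormone pathway with their fold changes at 4 dpi. Of the 9 that the table analysed here holds, SRK2C changed with the smallest error, from 10.9 ± 2.85 to 43.1 ± 8.94 FPKM (SD, n = 3) in Cf-16 tomato (log2 fold change 1.90, standard error 0.252, adjusted p = 1.95e-05) and from 10.6 ± 1.16 to 37.4 ± 6.14 FPKM in Moneymaker (1.72, adjusted p = 5.72e-05). LOC101246381, listed as PYR/PYL, rose from 5.96 ± 1.76 to 82.5 ± 41.5 FPKM in Cf-16 tomato (3.51, adjusted p = 0.000492) and from 9.26 ± 5.06 to 43.7 ± 12.1 FPKM in Moneymaker (2.20, adjusted p = 0.0167), with an interaction of 1.31 (adjusted p = 0.95). LOC101248216, listed as brassinosteroid insensitive, rose from 1.69 ± 0.771 to 7.79 ± 4.29 FPKM in Cf-16 tomato (1.63, adjusted p = 0.000892), LOC101247146 from 0.17 ± 0.0173 to 3.67 ± 1.27 FPKM (1.96, adjusted p = 0.000238) and LOC101245668 from 0.19 ± 0.243 to 10.9 ± 14 FPKM (2.65, adjusted p = 0.00266). Their interactions were 0.51, 0.50 and 1.62 (adjusted p = 0.963, 0.963 and 0.95). LOC100037501, with a log2 fold change of 2.06 (adjusted p = 0.00109), was called without Cf_4dpi replicate 2 (0.000502, range 0.000502 to 0.0169 over all alternatives). The call of LOC101246381 was lost without CK_Cf_4dpi replicate 1, 2 or 3 (adjusted p = 0.00179, 0.00248 and 0.00189) and without Cf_4dpi replicate 1 or 3 (0.00429 and 0.0016), in a range of 0.000434 to 0.00536. That of LOC101247146 was lost without CK_Cf_4dpi replicate 1 or 3 (0.00134 and 0.00125) and Cf_4dpi replicate 1 or 3 (0.00187 and 0.0017), in a range of 2.85e-05 to 0.00635. That of LOC101248216 was lost without CK_Cf_4dpi replicate 1, 2 or 3 (0.00146, 0.00243 and 0.00684) and Cf_4dpi replicate 2 or 3 (0.0029 and 0.00771), in a range of 0.000108 to 0.0237.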

**Table S7** Upregulated DEGs in the significantly enriched KEGG pathway “Plant hormone signal transduction” in Ontario7816 and Moneymaker at 4 dpi.

| Gene ID | Gene definition | Log_2_ Fold-change | |
| --- | --- | --- | --- |
|  |  | CK_Cf_4dpi-vs-Cf_4dpi | CK_MM_4dpi-vs-MM_4dpi |
| 101249794 | protein phosphatase 2C | 3.71 | 1.64 |
| 101261835 | protein phosphatase 2C | 2.55 | 1.13 |
| 101247936 | jasmonate ZIM domain-containing protein | 2.90 | 2.44 |
| 100037510 | serine/threonine-protein kinase SRK2 | 1.98 | 1.82 |
| 101253982 | transcription factor TGA | 2.04 | 1.04 |
| 101245668 | xyloglucan: xyloglucosyl transferase TCH4 | 5.83 | 1.69 |
| 100037501 | ATP-dependent RNA helicase DDX47/RRP3 | 2.50 | 1.72 |
| 100134911 | jasmonate ZIM domain-containing protein | 3.14 | 3.03 |
| 100191111 | pathogenesis-related protein 1 | 3.38 | 2.70 |
| 101246381 | abscisic acid receptor PYR/PYL family | 3.79 | 2.25 |
| 101247146 | ubiquitin carboxyl-terminal hydrolase 7 | 4.58 | 3.14 |
| 101248216 | protein brassinosteroid insensitive 1 | 2.21 | 1.34 |
| 101255313 | SAUR family protein | 2.10 | 1.17 |
| 101257321 | SAUR family protein | 2.65 | 1.82 |
| 101258345 | xyloglucan:xyloglucosyl transferase TCH4 | 8.84 | 6.91 |
| 101258926 | xyloglucan:xyloglucosyl transferase TCH4 | 7.73 | 6.39 |
| 101262480 | gibberellin receptor GID1 | 3.37 | 2.18 |
| 104645854 | transcription factor TGA | 4.87 | 1.20 |
| 104648957 | SAUR family protein | 3.80 | 3.25 |
| 543518 | ethylene-insensitive protein 3 | 1.80 | 1.60 |
| 544101 | xyloglucan: xyloglucosyl transferase | 4.92 | 3.70 |
| 544123 | pathogenesis-related protein 1 | 4.63 | 2.38 |
| BGI_novel_G000650 | SAUR family protein | 3.73 | 1.60 |
| BGI_novel_G001679 | SAUR family protein | 5.12 | 2.98 |
| BGI_novel_G001690 | ethylene receptor | 4.51 | 2.80 |
| 544134 | abscisic acid receptor PYR/PYL family | 4.42 | 1.42 |
| 101267321 | DELLA protein | 2.69 | 1.50 |
| 109118687 | disease resistance protein | 2.34 | 0.84 |
| 101258707 | gibberellin receptor GID1 | 2.17 | 0.93 |
| 101265119 | gibberellin 2-oxidase | 2.01 | 0.17 |
| 101250172 | transcription factor TGA | 4.42 | / |
| 101253982 | transcription factor TGA | 2.04 | 1.04 |

# Supplementary material for: Comparative transcriptome analysis reveals the response mechanism of Cf-16-mediated resistance to Cladosporium fulvum infection in tomato
**Source:** BMC Plant Biol. 2020 Jan 20;20:33. doi: 10.1186/s12870-020-2245-5
**Supplement:** Supplementary file 8 — Additional file 8: Table S8. Common DEGs in the significantly enriched KEGG pathway “Plant-pathogen interaction” between the MM_4dpi-vs-Cf_4dpi and CK_Cf_4dpi-vs-Cf_4dpi comparisons.

**Table S8** Common DEGs in the significantly enriched KEGG pathway “Plant-pathogen

interaction” between MM_4dpi-vs-Cf_4dpi and CK_Cf_4dpi-vs- Cf_4dpi.

| Gene ID | Gene definition | Log_2_ Fold-change | |
| --- | --- | --- | --- |
|  |  | CK_Cf_4dpi-vs-Cf_4dpi | MM_4dpi-vs-Cf_4dpi |
| 101246100 | putative ATPase | 2.22 | 4.99 |
| 101251989 | disease resistance protein | 1.44 | 2.36 |
| 101253178 | disease resistance protein RPM1 | 2.42 | 4.89 |
| 101250668 | putative ATPase | 1.83 | 6.13 |
| 101251339 | putative ATPase | 3.41 | 6.78 |
| 101252423 | LRR receptor-like serine/threonine-protein kinase FLS2 | 1.06 | 11.01 |
| 101253568 | disease resistance protein RPS2 | 1.61 | 3.28 |
| 101256988 | glucosamine---fructose-6-phosphate aminotransferase (isomerizing) | 1.74 | 5.88 |
| 101263364 | putative ATPase | 3.26 | 7.32 |
| 101263890 | tubulin-folding cofactor B | 1.26 | 2.13 |
| 101265119 | gibberellin 2-oxidase | 2.01 | 3.45 |
| 104646013 | glucosamine---fructose-6-phosphate aminotransferase (isomerizing) | 2.18 | 7.40 |
| 104646849 | glucosamine---fructose-6-phosphate aminotransferase (isomerizing) | 2.79 | 8.17 |
| 104648490 | putative ATPase | 2.09 | 4.23 |
| 104649101 | glucosamine---fructose-6-phosphate aminotransferase (isomerizing) | 2.55 | 7.17 |
| 109118687 | disease resistance protein | 2.34 | 1.61 |
| 109119483 | oligoribonuclease | 2.09 | 3.22 |
| 109120295 | vacuolar protein sorting-associated protein 13A/C | 1.99 | 4.58 |
| 109120689 | disease resistance protein RPM1 | 2.94 | 5.15 |
| 109121092 | LRR receptor-like serine/threonine-protein kinase FLS2 | 3.45 | 2.36 |
| 109121288 | gibberellin 2-oxidase | 1.81 | 2.42 |
| BGI_novel_G000518 | chitin elicitor receptor kinase 1 | 5.86 | 2.13 |
| BGI_novel_G001085 | 5'-AMP-activated protein kinase, catalytic alpha subunit | 1.80 | 2.34 |
| BGI_novel_G001112 | lipoyl synthase | 2.09 | 2.57 |
| BGI_novel_G001591 | disease resistance protein RPM1 | 2.83 | 2.76 |

# Supplementary material for: Comparative transcriptome analysis reveals the response mechanism of Cf-16-mediated resistance to Cladosporium fulvum infection in tomato
**Source:** BMC Plant Biol. 2020 Jan 20;20:33. doi: 10.1186/s12870-020-2245-5
**Supplement:** Supplementary file 10 — Additional file 10: Figure S2. Scatter plot of KEGG pathway enrichment of the three modules from WGCNA.

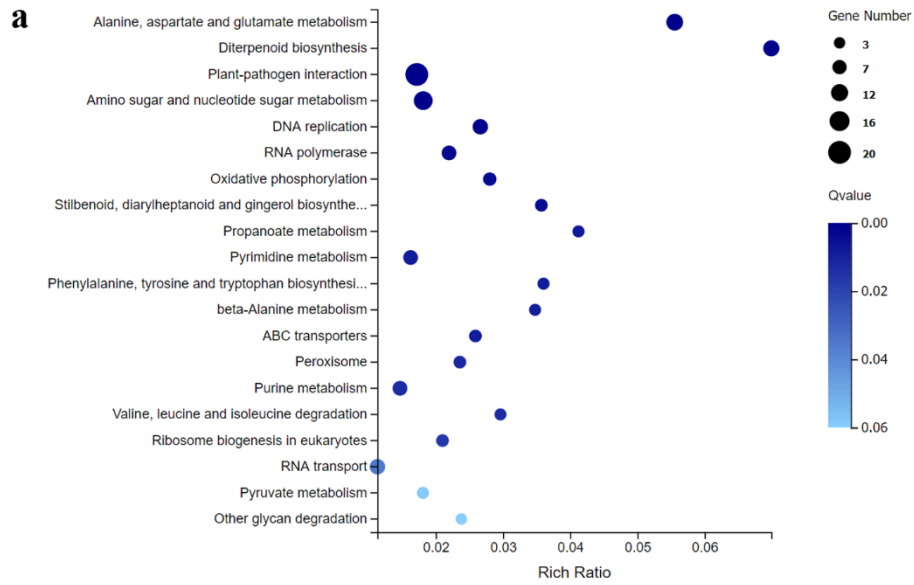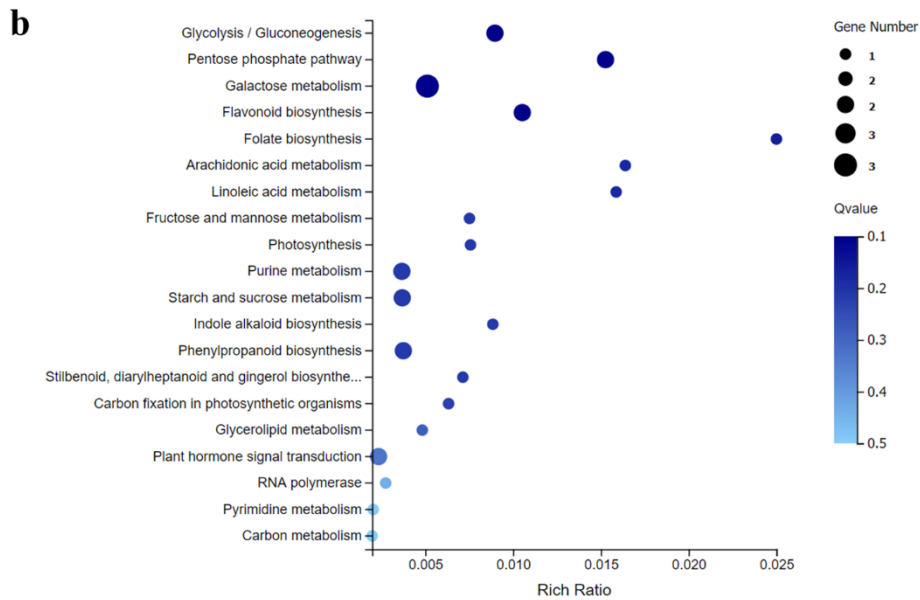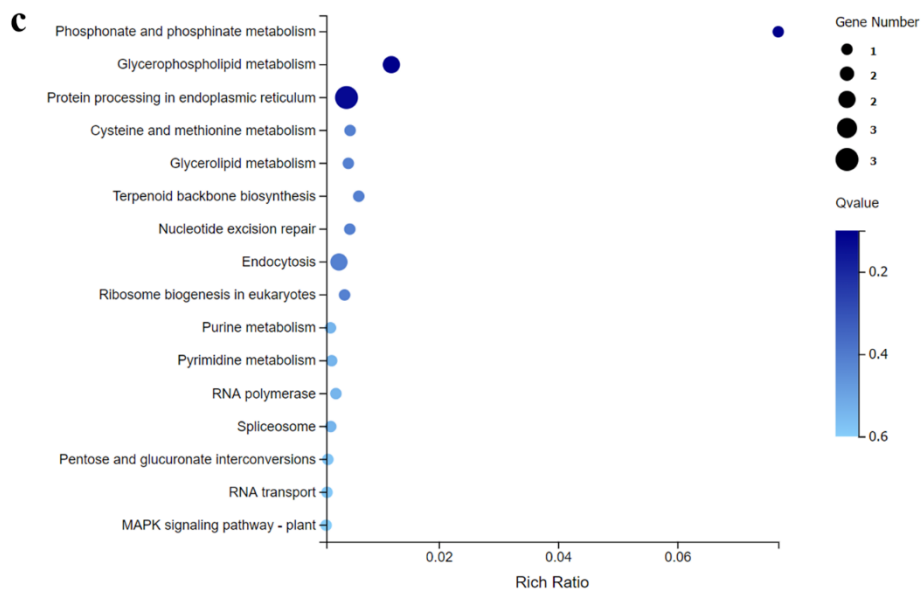

**Fig. S2 Scatter plot of the KEGG pathway enrichment of the three modules from WGCNA. a:**  
**KEGG pathways based on the MEred module. b: KEGG pathways based on the**  
**MEgreenyellow module. c: KEGG pathways based on the MEpurple module.**

How the deposited data were processed for this re-analysis (not part of the article)

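RNA-Seq libraries of leaves were made by the authors from Cf-16 tomato (cv. Ontario7816) and Moneymaker, each inoculated with C. fulvum or mock-treated and sampled at 4 and 8 dpi, with 3 libraries for each of the 8 groups. The authors filtered the reads, aligned them to the SL2.50 genome with HISAT and quantified them with RSEM, and they deposited FPKM values for each gene and library, without scaling between libraries beyond FPKM. The table analysed here holds 5186 genes in order of gene ID, and it repeats the 24 FPKM columns with equal values, so that 1 copy was used. Read counts were not used here, and the number of reads behind an FPKM value is unknown. The clean reads per library were 64.15 to 72.64 M. The groups were taken from the sample labels, and replicate numbers were not used to pair libraries.

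Values were analysed with R 4.3.3 and limma 3.58.1 as log2(FPKM + 1), in 1 fit over all 24 libraries with a mean for each of the 8 groups and a trend of the variance with the mean. Genes with at least 1 FPKM in at least 3 libraries were tested, 4054 in all. A call needed a Benjamini-Hochberg adjusted p of at most 0.001 within the comparison and an absolute log2 fold change of at least 1. The 8 comparisons of Table 1 were tested, as was the difference between the cultivars in the response at each time point. The difference between 4 and 8 dpi in the response of each cultivar and the difference between the cultivars averaged over the 4 conditions were added later. Lists of genes from Tables S6 and S7 were tested with limma's fry, with camera beside it and an exact permutation test of the median, which was added after the fry results were seen. The study chose these lists as genes up-regulated at 4 dpi in the same libraries, so that the tests of their response there are not used as evidence. Their printed responses are larger in Cf-16 tomato, so their difference between the cultivars is no independent evidence either. Single genes were also compared with an exact permutation test, two-sided. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

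The genes named are those the text and Tables 2, 3, S5, S6, S7 and S8 name and Fig. 9 draws, as far as they are in the table analysed, and, for each comparison of inoculated with control plants, the 2 largest rises and the 2 largest decreases among called genes whose groups do not overlap. The fold changes of the paper's tables had been seen when this rule was set. Any other gene is named with a remark that its value had been seen.

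As alternatives, the log2 fold change limit was set to 2, the adjusted p limit to 0.05, the pseudocount to 0.1 and to 0.01, and the filter to none or to 5 FPKM. The values were quantile normalized or each library was divided by its median. The model was fitted without trend but with robust estimation, on the groups compared alone, with arrayWeights or with the replicate number as a block, and each library was left out in turn. The fold change was also taken as the ratio of mean FPKM, with the same p or with no test. These choices were fixed before the data were examined.

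The steps were tested on simulated data with 4054 genes, of which 50 each were changed by a log2 fold change of 1, 1.5, 2 or 3. The changed genes were drawn from those with a mean log2(FPKM + 1) above 4, so the shares below do not cover genes of lower expression. For CK_Cf_4dpi-vs-Cf_4dpi, 26%, 68%, 86% and 90% of these were called, for CK_Cf_8dpi-vs-Cf_8dpi 28%, 74%, 94% and 84%, and for the difference between the cultivars at 4 dpi 6%, 42%, 76% and 72%. Among the unchanged genes 0 were called.

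The enrichment of GO terms and KEGG pathways and the co-expression network were not repeated, because the table holds part of the genes and pairs no gene with a term. Tests of gene families by description were left out, since no descriptions were used here. MapMan bins whose gene list is printed in part were left out. A test of read depth at 8 dpi by the genes called among those of highest FPKM was dropped, because with 0 genes called by limma at 8 dpi (1020 in Cf-16 tomato and 481 in Moneymaker at an unadjusted p under 0.05) its outcome was fixed, and the root mean square log2 fold change of these genes was used in its place. A Fisher's exact test of chromosome 11 among the genes that differ between the cultivars was dropped as well, because it restated the observation that prompted it, and so was a comparison of the size of the responses over the genes called in either cultivar, because the choice of genes favours the cultivar with more calls. Genes whose IDs are not in the table, among them most genes of Tables 2, 3, S6 and S7, were not analysed here.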

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

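The comparisons of the response between 4 and 8 dpi and of the cultivars averaged over the 4 conditions were added, and the tests of read depth at 8 dpi, of the splits with the common change by day taken out and of the genes that differ between the cultivars were chosen, after the results were seen.

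In Cf-16 tomato the response to C. fulvum differed between 4 and 8 dpi for 68 genes by limma, 59 with the higher and 9 with the lower signed log2 fold change at 4 dpi, and 64 with the larger absolute value at 4 dpi and 4 at 8 dpi, and 1598 genes differed at an unadjusted p under 0.05. The median difference over all tested genes was 0.16 without scaling and -0.04 after quantile normalization. Chance can be excluded, since of 100 splits, which exchange the days within the controls and within the inoculated libraries, 1, the real one, gave as many genes and the highest other gave 20. With the change by day common to both treatments taken out first, 1 of 100 gave as many and the highest other gave 1, and at an unadjusted p under 0.05 it was 1 of 100 with 1067 genes in the highest other. A wider spread between libraries at 8 dpi is argued against by the root mean square log2 fold change, which was 0.598 at 8 dpi and 1.13 at 4 dpi, and by the median SD within groups, which was 0.24 at 8 dpi and 0.29 at 4 dpi. Too few reads at 8 dpi to call genes is argued against by the 1014 genes of highest mean FPKM, whose root mean square log2 fold change was 0.633 at 8 dpi and 1.44 at 4 dpi; the mean of clean reads was 69.6 M at 8 dpi and 68.7 M at 4 dpi. Scaling between libraries as the whole source is argued against by quantile normalization, under which 41 genes differed, 25 higher and 16 lower at 4 dpi by sign, although 31 (18 higher and 13 lower) differed when each library was divided by its median, below 50% of the 68, so that scaling affects the count. A library with the wrong label at 8 dpi is argued against by the 3 genes called there at most with 1 library at 8 dpi with the wrong label left out, and a control and an inoculated library swapped at 8 dpi by 0 genes called over the other splits. The count depends on single libraries. It was 14 and 23 without CK_Cf_4dpi replicate 1 or 3, 19, 17 and 108 without CK_Cf_8dpi replicate 1, 2 or 3, 21, 151 and 25 without Cf_4dpi replicate 1, 2 or 3, and 38, 10 and 20 without Cf_8dpi replicate 1, 2 or 3. The number of genes is open for that reason, while a response that is larger at 4 dpi may be biological, as a hypothesis found and tested on the same data.

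In Moneymaker the response differed between the time points for 121 genes, 107 with the higher and 14 with the lower signed log2 fold change at 4 dpi, and 119 with the larger absolute value at 4 dpi and 2 at 8 dpi, and for 1614 at an unadjusted p under 0.05. The median difference was 0.31 without scaling and -0.02 after quantile normalization. Of 100 splits of the same kind, 1 gave as many genes, the real one, and the highest other gave 52, so that chance can be excluded. With the common change by day taken out, 1 of 100 gave as many, the highest other gave 0, and at an unadjusted p under 0.05 the highest other had 1445 genes. The median SD within groups was larger at 8 dpi (0.26) than at 4 dpi (0.18), which goes with a wider spread at 8 dpi, but noise adds to the root mean square log2 fold change, and this was 0.438 at 8 dpi and 0.997 at 4 dpi. Too few reads at 8 dpi to call genes is argued against by the root mean square log2 fold change of the 1014 genes of highest mean FPKM, 0.427 at 8 dpi and 1.27 at 4 dpi, where the mean of clean reads was 67.9 M at 8 dpi and 68.6 M at 4 dpi. Under quantile normalization 65 genes differed, 43 higher and 22 lower at 4 dpi by sign, and 68 (41 higher and 27 lower) when each library was divided by its median, both above 50% of the count. With 1 library at 8 dpi with the wrong label left out in turn, at most 0 genes were called there, and if a control and an inoculated library were swapped at 8 dpi, another split would call genes, but 0 were called. The count was 53 and 48 without CK_MM_4dpi replicate 1 or 2, 56 and 52 without CK_MM_8dpi replicate 1 or 2, 67, 53 and 79 without MM_4dpi replicate 1, 2 or 3, and 63 and 76 without MM_8dpi replicate 1 or 3. A response that is larger at 4 than at 8 dpi may be biological here too, as a hypothesis.

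Averaged over the 4 conditions, 28 genes differed between the cultivars by limma, 12 higher and 16 lower in Cf-16 tomato, and 1003 at an unadjusted p under 0.05. None of the 28 is among the paper's genes covered by the naming rule given above, which leaves out Table S4. Of 100 splits of the 24 libraries, 1 gave as many genes, the real one, and the highest other gave 0, so that chance can be excluded. For 16 of the 28 genes, the 12 libraries of one cultivar did not overlap with the 12 of the other. A library labelled with the wrong cultivar is argued against, since at most 6 of the 28 genes lay at the level of the other cultivar in any 1 library. Genome segments that differ between the cultivars may contribute: 12 of the genes have another of the 28 within 1 Mb, where random draws of tested genes gave a median of 5 (permutation test with 10000 draws, one-sided, p = 0.0158). Whether RNA is absent or gene sequences that differ from the reference genome keep reads of 1 cultivar from mapping cannot be told apart for the 10 genes under 0.1 FPKM on average in one cultivar and at 1 FPKM or more in the other, because values per gene do not separate them. A difference in expression between the cultivars stays open as the biological explanation.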

How the results depend on the processing

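The difference between 4 and 8 dpi in the response and the difference averaged over the conditions were chosen after the data were seen; the settings are the same for them. For the changes below the cause was not tested, apart from settings whose construction shows it. Genes listed beside counts of 5 or fewer were named after their values were seen. The fold limit alone drops the test and adds the genes below the filter, a stricter limit removes genes and a looser limit adds them.

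The comparisons of inoculated with control plants at 4 dpi (561 genes in Cf-16 tomato and 374 in Moneymaker) stayed within 1.5 times these counts under both pseudocounts, both filters, both scalings, the fit without trend, the block on replicate number and the ratio of mean FPKM with the same p. With a log2 fold change limit of 2 they were 188 and 137, and with an adjusted p limit of 0.05 they were 1013 and 757. With only the samples of the groups compared, limma called 0 genes in Cf-16 tomato, with 2167 at an unadjusted p under 0.05, and 528 in Moneymaker. arrayWeights gave 795 and 831, so that under both of these settings Moneymaker had more genes, and the fold limit alone gave 2154 and 1706. Genes called in both cultivars at 4 dpi (265) went to 96, 605, 0, 513 and 1361 with the log2 limit of 2, the adjusted p limit of 0.05, only the samples of the groups compared, arrayWeights and the fold limit alone; 1861 had an unadjusted p under 0.05 in both. Leaving out 1 library gave 278 to 694, 168 to 316 and 134 to 332 genes, the lowest without Cf_4dpi replicate 1, CK_MM_4dpi replicate 1 and CK_MM_4dpi replicate 1.

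At 8 dpi, Cf-16 tomato had 0 called genes in limma and 1020 at an unadjusted p under 0.05. The count was 126 with an adjusted p limit of 0.05, 1 without a filter (LOC101244536), 3 with arrayWeights (LOC101244293, LOC101246530 and LOC101247706, the same genes as without Cf_8dpi replicate 1), 1048 by the fold limit alone and 0 to 3 with 1 library left out. Moneymaker, with 0 and 481 genes, had 4 with an adjusted p limit of 0.05 (LOC101244821, LOC101246181, LOC101247389 and LOC101247723) and 895 by the fold limit alone.

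Between the control groups at 4 dpi the 12 genes became 3 (LOC101243791, LOC101248646 and LOC101248908) with a log2 limit of 2, 30 with an adjusted p limit of 0.05, 5 with only the samples of the groups compared (these 3, LOC101247226 and LOC101248541), 42 with arrayWeights, 7 with replicate number as a block, 918 by the fold limit alone and 6 to 20 with 1 library left out (6 without CK_MM_4dpi replicate 2 or 3, 7 without CK_MM_4dpi replicate 1, 20 without CK_Cf_4dpi replicate 2). At 8 dpi the 15 genes became 7, 34, 8 and 23 under the first 4 of these, and 749 by the fold limit alone. Between the inoculated groups, the 11 genes at 4 dpi became 6 with a log2 limit of 2, 24 with an adjusted p limit of 0.05, 0 with only the samples of the groups compared (359 at an unadjusted p under 0.05), 19 with arrayWeights and 922 by the fold limit alone, and the 9 at 8 dpi became 25 with an adjusted p limit of 0.05, 15 and 16 with pseudocounts of 0.1 and 0.01, 2 with only the samples of the groups compared (LOC101248541 and LOC101248646) and 892 by the fold limit alone.

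The difference between the cultivars in the response, 0 genes at 4 dpi and 0 at 8 dpi by limma with 190 and 182 at an unadjusted p under 0.05, changed with the fold limit alone, to 849 and 922, and with Cf_4dpi replicate 3 left out, to 4 genes (LOC101247877, LOC101248262, LOC101248541 and LOC101249425), within 0 to 4 over the libraries at 4 dpi. The difference between 4 and 8 dpi in Cf-16 tomato (68 genes) was 39 with a log2 limit of 2, 653 with an adjusted p limit of 0.05, 41 after quantile normalization, 31 with each sample divided by its median, 0 with only the samples of the groups compared (1384 at an unadjusted p under 0.05), 168 with arrayWeights, 34 with replicate number as a block, 1791 by the fold limit alone and 10 (without Cf_8dpi replicate 2) to 151 (without Cf_4dpi replicate 2) with 1 library left out. In Moneymaker (121 genes) it was 73, 660, 65 and 68 under the first 4 of these, 556 with arrayWeights, 1750 by the fold limit alone and 48 (without CK_MM_4dpi replicate 2) to 143 with 1 library left out. The 28 genes that differ between the cultivars on average became 12 with a log2 limit of 2 and 433 by the fold limit alone, and 25 to 32 with any 1 library left out.

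Genes of Fig. 3a, 0 by limma and 57 at an unadjusted p under 0.05, were 2 with an adjusted p limit of 0.05 (LOC101244700 and LOC101246231), 2 with arrayWeights (LOC101246231 and LOC101248569), 201 by the fold limit alone and 0 to 1 with 1 library left out (LOC101248569 without Cf_4dpi replicate 2 and LOC101246231 without CK_Cf_8dpi replicate 3). Those of Fig. 3b, 0 by limma and 64, were 3 with an adjusted p limit of 0.05 (CCR1, LOC101244580 and LOC101247189) and 159 by the fold limit alone. Those in all 4 comparisons of Fig. 3c, 0 by limma and 99, were 1 with an adjusted p limit of 0.05 (LOC101247723) and 270 by the fold limit alone.

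The genes of Tables S6 and S7 were chosen by the study as up-regulated at 4 dpi in these libraries, so that the p for their response there, by any method, is no evidence. Their printed responses are larger in Cf-16 tomato, so the difference between the cultivars is favoured by this choice as well. For Table S6 in Cf-16 tomato at 4 dpi, camera in place of fry left the median at 3.20 and gave p = 0.0502, and for Table S7 in the difference between the cultivars it left the median at 0.50 and gave p = 0.0484, where an exact permutation test gave 0.1 and 0.305. The median of Table S6 in the difference between the cultivars was 1.11 with a pseudocount of 0.1 and 1.68 with a pseudocount of 0.01, and with 1 library left out it lay between -0.33 (without Cf_4dpi replicate 1, reversed) and 0.84. The other 3 results of these lists, Table S6 in Moneymaker and Table S7 in both cultivars, kept their direction under the alternatives set, and camera with its preset correlation gave 0.0472, 0.00459 and 0.0187, but with an estimated correlation the p was 0.266, 0.1004 and 0.167, and an exact permutation test gave 0.1 for each. Genes high in a single sample (220) were 31 at 5 times the next highest and 87 at 10 FPKM or more, in Cf_4dpi replicate 1 (18 genes) 4 and 11, and in Cf_4dpi replicate 3 (1 gene) 0 at 5 times. For the MapMan bins, 16 genes higher and 37 lower in Cf-16 tomato became 0 higher and 1 lower with only genes past the limits in limma.

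Of the 69 values of named genes, 17 were called. Over 1288 alternative values, 1116 stayed on their side, 67 lost a call, 92 gained one, 40 of these by the fold limit alone, and 13 changed direction. The latter were WRKY3 in Moneymaker at 8 dpi (0.31 with arrayWeights, 0.19 as the log2 ratio of mean FPKM, with or without the same p, and 0.23 without MM_8dpi replicate 3, where the values without 1 library ran from -1.51 to 0.23), LOC101244012 there (-0.12 without CK_MM_8dpi replicate 3 and -0.15 without MM_8dpi replicate 3, up to 0.57), LOC101245668 there (-0.069 without MM_8dpi replicate 2, up to 0.42) and LOC101247936 there (-0.40 without CK_MM_8dpi replicate 3 and -0.64 without MM_8dpi replicate 2, up to 0.54). Between the inoculated cultivars they were LOC101245668 at 4 dpi (-0.065 without Cf_4dpi replicate 1, up to 1.402), LOC101246812 at 4 dpi (0.11 with arrayWeights and 0.13 without Cf_4dpi replicate 2, down to -2.05) and LOC101247936 at 8 dpi (0.18 without MM_8dpi replicate 2, down to -1.003).

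Gene families by annotated description were not run, since no descriptions were used here. Depth limits all of these results in the same way: without read counts, the error of a low FPKM value cannot be separated from the spread between plants, and genes under 1 FPKM were not tested.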

Differences from the paper's values

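The paper's values for gene counts are given as a percentage of its 25907 genes, and those here as a percentage of the 5186 genes analysed. The settings named were set before the data were examined, 14 for each count. The paper detected its DEGs with DEGseq, based on the Poisson distribution, whereas limma was used here. None of the 14 settings repeats that test, since read counts were not used, so its share in the differences below is untested. Counts and shares within 1.5 times the paper's value are taken as not differing, and log2 fold changes of the same sign when they lie within 1 SD between replicates, the larger of the 2 groups. A difference is closed where a setting brings the value within these bounds, which does not make it equal.

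In CK_Cf_4dpi-vs-Cf_4dpi the paper's DEGs are 32.9% of genes and 10.8% were called here. The paper's value is 14.3% in CK_Cf_8dpi-vs-Cf_8dpi against 0 here, 26.8% in CK_MM_4dpi-vs-MM_4dpi against 7.21% here, 12.7% in CK_MM_4dpi-vs-CK_Cf_4dpi against 0.231% here, and 11.9% in MM_8dpi-vs-Cf_8dpi against 0.174% here. For these 5 comparisons the fold limit alone gives 41.5%, 20.2%, 32.9%, 17.7% and 17.2%, higher than the paper's values but within 1.5 times, and the other 13 settings do not come within it. The paper's value is 10.7% in CK_MM_8dpi-vs-MM_8dpi against 0 here, 9.51% in CK_MM_8dpi-vs-CK_Cf_8dpi against 0.289% here and 8.65% in MM_4dpi-vs-Cf_4dpi against 0.212% here, and none of the 14 settings closes these differences. The counts of 0 are by limma, with 1020 genes in Cf-16 tomato and 481 in Moneymaker at an unadjusted p under 0.05.

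Of the paper's DEGs, 58.3% were higher in Cf-16 tomato in CK_MM_4dpi-vs-CK_Cf_4dpi, against 16.7% here. This difference is closed by the log2 fold change limit of 2, the adjusted p limit of 0.05, only the samples of the groups compared, arrayWeights and the fold limit alone, and not by the other 9. In CK_MM_8dpi-vs-CK_Cf_8dpi the paper's share is 55.2% against 20% here, closed by only the samples of the groups compared and the fold limit alone and not by the other 12, and in MM_8dpi-vs-Cf_8dpi the paper's share is 66.0% against 22.2% here, closed by the adjusted p limit of 0.05 and the fold limit alone and not by the other 12.

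The paper's genes only in CK_Cf_4dpi-vs-Cf_4dpi and MM_4dpi-vs-Cf_4dpi (Fig. 3a) are 1.18% of genes against 0 by limma here (57 at an unadjusted p under 0.05), and those in all 4 comparisons of Fig. 3c are 2.73% against 0 (99). None of the 14 settings closes these differences. Those of Fig. 3b are 2.09% against 0 (64), closed by the fold limit alone and not by the other 13.

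Of 32 log2 fold changes that the paper's tables print for genes analysed here, all 32 have the same sign as the values here, which are lower by a median of -0.55, and the log2 ratio of mean FPKM lies within 0.1 of the paper's value for 29. The following differ by more than that SD. At 4 dpi against the control, the paper's value for LOC101245711 in Cf-16 tomato is 8.41 and that here 3.70, for LOC100191111 in Cf-16 tomato 3.38 and 1.99 here, for LOC101248996 in Moneymaker 3.74 and 2.13 here, and for LOC101245668 in Cf-16 tomato 5.83 and 2.65 here, and the paper's value for LOC101245668 in MM_8dpi-vs-Cf_8dpi is 2.63 and that here 0.92. Pseudocounts of 0.1 and 0.01, the ratio of mean FPKM with the same p and the fold limit alone on that ratio close these 5 differences, and the other 10 settings do not.

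The paper's value for LOC101248996 in Cf-16 tomato at 4 dpi is 7.01 and that here 2.06, and for LOC101245668 in CK_Cf_8dpi-vs-Cf_8dpi it is 4.16 and 1.18 here; a pseudocount of 0.01 and the ratio of mean FPKM with and without the p close both, and 11 settings do not. The same 3 settings, and none of 10 others, close the differences for LOC101247146, with the paper's values 4.58 in Cf-16 tomato and 3.14 in Moneymaker against 1.96 and 1.46 here. For LOC101055527 in Moneymaker the paper's value is 2.95 against 2.75 here, closed by both pseudocounts, arrayWeights and both ratio settings and not by the other 9. For LOC100191111 in Moneymaker the paper's value is 2.70 against 1.29 here, closed by both pseudocounts, quantile normalization and both ratio settings and not by the other 9. For LOC101246100, which is below the limit for testing, the paper's values are 2.22 in CK_Cf_4dpi-vs-Cf_4dpi and 4.99 in MM_4dpi-vs-Cf_4dpi against 0.11 and 0.14 here, closed by the fold limit alone and not by the other setting that gives a value.

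In directions, the paper states that CML gene 101245711 and WRKY genes 101248996 and 101246812 were up-regulated in Cf-16 tomato compared with Moneymaker. Its Table S6 gives their responses at 4 dpi as 8.41, 7.01 and 5.99 in Cf-16 tomato and 3.13, 3.74 and 4.44 in Moneymaker, and the log2 ratio of mean FPKM here gives 8.44, 6.96 and 6.00 against 3.12, 3.76 and 4.49, also larger in Cf-16 tomato. With a pseudocount of 1 the responses differed by 0.45, -0.07 and -0.10. A different comparison, between the inoculated cultivars at 4 dpi, gave -2.29, -0.51 and -1.22 (adjusted p = 0.613, 0.841 and 0.796), and without Cf_4dpi replicate 2 it gave -1.19, -0.026 and 0.13. The paper states that most genes in the MapMan overview of MM_4dpi-vs-Cf_4dpi were up-regulated, among them those for ethylene and MAP kinases. Whether the colours of Fig. 6b follow its legend could not be settled from the figure, so that the direction is taken from the paper's text. Of the 53 tested genes in complete bins, 16 were higher and 37 lower in Cf-16 tomato here, with 0 higher and 5 lower for ethylene, and by the fold limit alone 18 were higher and 45 lower. These bins list the study's DEGs of this comparison, so that passing the fold limit was largely fixed. The paper counts a larger number of DEGs for Cf-16 tomato at both time points. Here limma called 561 against 374 at 4 dpi, in reverse order with only the samples of the groups compared (0 against 528, with 2167 genes of Cf-16 tomato at an unadjusted p under 0.05) and with arrayWeights (795 against 831), and 0 against 0 at 8 dpi, where 1020 and 481 genes had an unadjusted p under 0.05.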

Other observations

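The tests on the genes of chromosome 11 were chosen after the result was seen.

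For each comparison of groups of 3 libraries, the 6 libraries can be split in 10 ways. In CK_Cf_4dpi-vs-Cf_4dpi, CK_MM_4dpi-vs-MM_4dpi and the 4 comparisons of cultivars, 1 of the 10 splits, the real one, gave as many genes, and in CK_Cf_8dpi-vs-Cf_8dpi and CK_MM_8dpi-vs-MM_8dpi all 10 gave at least as many, since 0 genes were called. At an unadjusted p under 0.05, the number of splits with as many genes was 1 of 10 in CK_Cf_4dpi-vs-Cf_4dpi, CK_MM_4dpi-vs-MM_4dpi and CK_Cf_8dpi-vs-Cf_8dpi (1020 genes), 4 of 10 in CK_MM_8dpi-vs-MM_8dpi (481 genes), 2 of 10 in each comparison of control groups, and 1 and 4 of 10 between the inoculated groups at 4 and 8 dpi. For the lists of Tables S6 and S7, in each cultivar at 4 dpi, 1 of 10 splits gave a median as large, the real one, and the highest other medians were 1.79 and 1.37 for Table S6 and 1.20 and 0.89 for Table S7 in Cf-16 tomato and Moneymaker, but the study chose these genes as up-regulated under the real labels in these libraries, so that this outcome was largely fixed beforehand and says nothing on chance. With 10 splits the share cannot fall below 0.1, so that these splits alone do not exclude chance. At 4 dpi the groups did not overlap for 57.4% of tested genes in Cf-16 tomato and 65.4% in Moneymaker, where chance gives 10%, and in simulated data 0 unchanged genes were called. For the difference between the cultivars in the response, 100 of 100 splits gave as many called genes at 4 dpi and 100 of 100 at 8 dpi, since 0 were called by limma, and 40 and 48 splits gave as many genes at an unadjusted p under 0.05 as the real 190 and 182, so that chance is not excluded.

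The libraries of a group lay apart in the genes that responded at 4 dpi. A score, the mean log2 value of the 200 genes that rose in both cultivars minus that of the 65 that fell, was 2.21, 0.03 and 1.48 in Cf_4dpi replicates 1, 2 and 3, and -2.32, -0.97 and -1.26 in MM_8dpi replicates 1, 2 and 3, with an SD within groups of 0.55. The share of uniquely mapped reads is argued against by its correlation with the deviations from the group means over the 24 libraries (r = 0.0501, permutation test, p = 0.846). The SD of the score under quantile normalization was 0.952 of that without. A factor common to a library largely cancels in this score, so the ratio cannot test scaling between libraries. Open are sequencing depth, whose deviations correlated with those of the score at r = -0.459 (permutation test, p = 0.0400), so that libraries with more reads had lower scores, and libraries of one group at different stages of the response. Within groups, the genes that rise and those that fall deviated in opposite directions (r = -0.838, permutation test with 10000 permutations, p = 0.0002), which goes with such stages. A factor common to a library would move both sets in the same direction, so this argues against scaling alone as the source. Plants of one group may have been at different stages of infection; stage was not measured per plant in these data.

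In Cf_4dpi replicates 1 and 2, but not in replicate 3, 4 genes of chromosome 11 lay at the Moneymaker level. LOC101243854 at 9.42 Mb had 0.21 and 0.41 FPKM in these libraries and 12.4 FPKM in replicate 3, LOC101248262 at 10.4 Mb 0.6, 0.54 and 22.63 FPKM, LOC101248541 at 19.9 Mb 0.03, 0.05 and 57.46 FPKM, and LOC101249425 at 20.0 Mb was listed at 0 in both and had 11.76 FPKM in replicate 3. In the other Cf-16 libraries they had at least 3.35, 7.91, 21.93 and 3.18 FPKM, and in Moneymaker at most 0.88, 1.81, 0.1 and 0 FPKM. All 4 were above the highest Moneymaker library in 10 of the 12 Cf-16 libraries. These genes are named after their values were seen. A wrong cultivar label on the libraries is argued against, because of the other 24 genes that differ between the cultivars at most 2 lay nearer Moneymaker in either library. Plants of the Cf-16 line that differ in a segment of chromosome 11 stay open. Of the 5 genes nearer Moneymaker in both libraries 4 were on chromosome 11, where 6 of the 28 genes lie, but this is the observation that prompted the explanation and linked genes are not independent, so that it is no test of it. Against 1 unbroken segment, LOC101245020 at 9.63 Mb, between these genes, had 2.91, 3.3 and 1.67 FPKM in replicates 1, 2 and 3, at most 2.11 FPKM in the other Cf-16 libraries and at least 5.04 FPKM in Moneymaker, so that it did not reach the Moneymaker level. A response to C. fulvum cannot be told apart from this, since 1 library of the 3 keeps the genes above Moneymaker and the group is too small to decide. These libraries enter CK_Cf_4dpi-vs-Cf_4dpi and MM_4dpi-vs-Cf_4dpi, and 3 of the 4 genes are among those called in the difference between the cultivars at 4 dpi without Cf_4dpi replicate 3.

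In the response of Cf-16 tomato, the log2 fold changes of 4 and 8 dpi correlated across the 4054 tested genes with r = 0.25 and rho = 0.29, and in Moneymaker with r = 0.12 and rho = 0.11. Genes are not independent replicates, and no test was made of these correlations.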
